# Metabolomic and transcriptomic analyses reveal the effects of self- and hetero-grafting on anthocyanin biosynthesis in grapevine

**DOI:** 10.1093/hr/uhac103

**Published:** 2022-05-17

**Authors:** Haixia Zhong, Zhongjie Liu, Fuchun Zhang, Xiaoming Zhou, Xiaoxia Sun, Yongyao Li, Wenwen Liu, Hua Xiao, Nan Wang, Hong Lu, Mingqi Pan, Xinyu Wu, Yongfeng Zhou

## Abstract

Grafting, which joins a scion from a cultivar with the stem of a rootstock from a grapevine wild relative, is commonly used in viticulture. Grafting has crucial effects on various phenotypes of the cultivar, including its phenology, biotic and abiotic resistance, berry metabolome, and coloration, but the underlying genetics and regulatory mechanisms are largely unexplored. In this study, we investigated the phenotypic, metabolomic, and transcriptomic profiles at three developmental stages (45, 75, and 105 days after flowering) of the Crimson Seedless cultivar (*Vitis vinifera*) grafted onto four rootstocks (three heterografts, CS/101-14, CS/SO4, and CS/110R and one self-graft, CS/CS) with own-rooted graft-free Crimson Seedless (CS) as the control. All the heterografts had a significant effect on berry reddening as early as ~45 days after flowering. The grafting of rootstocks promoted anthocyanin biosynthesis and accumulation in grape berries. The metabolomic features showed that cyanidin 3-O-glucoside, delphinidin 3-O-glucoside, malvidin 3-O-glucoside, peonidin 3-O-glucoside, and petunidin 3-O-glucoside were the pigments responsible for the purplish-red peel color. Transcriptomic analyses revealed that anthocyanin biosynthesis-related genes, from upstream (phenylalanine ammonia-lyase) to downstream (anthocyanidin 3-O-glucosyltransferase and anthocyanidin synthase), were upregulated with the accumulation of anthocyanins in the heterografted plants. At the same time, all these genes were also highly expressed and more anthocyanin was accumulated in self-grafted CS/CS samples compared with own-rooted graft-free CS samples, suggesting that self-grafting may also have promoted berry reddening in grapevine. Our results reveal global transcriptomic and metabolomic features in berry color regulation under different grafting conditions that may be useful for improving berry quality in viticulture.

## Introduction

Grafting has been practiced in horticultural plants for ~4000 years in China [1]; it establishes vascular continuity by joining the scion of one plant with the rootstock of another plant. The rootstock can benefit the scion plant by enhancing its resistance to biotic and abiotic stresses and improving desirable agronomic traits. Stem grafting in viticulture can be traced back to ~2500 years ago [2]. The practice of grafting in grapevine uses wild *Vitis* species as rootstocks, which provide advantages to the scion cultivar, including improvements in flowering time, berry quality, dwarfing, disease or pest resistance, and environmental adaptation [3]. Grafting connects two different genomes and introduces complex genomic regulation [3]. A subclade of *β*-1,4-glucanases contributed to grafting among a tomato scion, a *Nicotiana benthamiana* interscion, and an *Arabidopsis* rootstock by facilitating cell wall reconstruction [19]. In addition, heterografting a sweet orange scion to a *Poncirus trifoliata* rootstock was performed to investigate sRNA-mediated graft-transmissible epigenetic modifications in citrus [20]. Previous analysis showed that the rootstock can regulate the berry peel pigment of the scion cultivar [21], but the genetic basis and molecular mechanisms of the grafting effect on grape peel color are still unknown.

Grapevine coloring is a very important agronomic trait that is required for adaptation to the markets, including those for table and wine grapes. There are two types of grape berry color: peel color and flesh color. In general, most red grapes are pigmented in the peel, and the accumulation of anthocyanins in ripening grape berries occurs only in epidermal and subepidermal cells [4, 5]. Recent studies revealed that grape peel color was mainly determined by the composition and content of anthocyanins [6], and the relative proportion of anthocyanins in each grape variety is stable [7]. The anthocyanins in grapes include mainly delphinidin, petunidin, peonidin, and malvidin, which are composed of aminoglycosides or glycosides with acylation [16]. In grapevine, the contents of anthocyanins were lower in interspecific hybrids than in wild *Vitis* species and lower in table grapes than in wine grapes [17]. The biosynthesis of anthocyanins is also affected by light [8], temperature [9], moisture [10], mineral nutrients [11], cultivation measures [12, 13], growth regulators [14, 15], and other external factors.

Berry color is positively regulated by VvMYBA1, which binds to VvWDR1 and activates three promoters (*VvCHI3*, *VvOMT*, and *VvGST4*), whereas VvMYBC2-L1 negatively regulates this process by competing for the binding site with R2R3-MYB transcriptional activators or by repressing the expression levels of *VvOMT* and *VvGST4* [17]. Genomic structural variants showed that the QTL region (including *VvMYBA1*, *VvMYBA2*, *VvMYBA3*, and *VvMYBA4*) underlying berry color is hemizygous, and convergent evolution was associated with the origin of green coloration during grapevine domestication [18].

Crimson Seedless is an important grape cultivar with bright red berries and yellow flesh. This natural seedless late-ripening cultivar belongs to the European subspecies (*Vitis vinifera*), with thick fruit powder, hard, translucent flesh, and a high content of soluble solids. Understanding the effects of grafting on the anthocyanin synthesis pathway may be valuable for production of the Crimson Seedless cultivar and grapes in general.

In this study, we aimed at understanding metabolic differences and identifying significantly differentially expressed anthocyanin biosynthesis genes during berry development in heterografted(CS/101-14, CS/SO4, CS/110R), self-grafted (CS/CS), and graft-free (CS) plants. We studied the association of grafting, berry color, and metabolomic and transcriptomic profiles and revealed hub genes that play critical roles in anthocyanin biosynthesis under different grafting designs.

## Results

### Berry development and coloring

We collected berry skin samples from Crimson Seedless graft-free, self-grafted, and heterografted plants. Berries of heterografted plants showed earlier initiation of berry coloring (38.5 days after flowering) and larger fruits than CS and CS/CS; the heterografted CS/101-14 plants showed the most obvious coloring (Figure 1). Three developmental periods were chosen based on phenotypic features and color changes. The first stage identified was 45 days after flowering (DAF), at which the skin of the three heterografted samples (CS/101-14, CS/SO4, and CS/110R) showed visible color but there were no differences in fruit size (Figure 1). At 75 DAF, all samples except for CS were undergoing veraison with berry skins turning red, and fruit size was larger in the heterografted samples (CS/101-14, CS/SO4, and CS/110R) than in self-grafted CS/CS and graft-free CS. At the final stage (105 DAF), all samples had finished veraison; CS/CS showed the darkest red color and the smallest fruit size, whereas the CS/101-14 plants had the largest fruit size. All three commercial rootstocks promoted fruit development, and the best rootstock appeared to be 101-14 (Figure 1).

**Figure 1:**
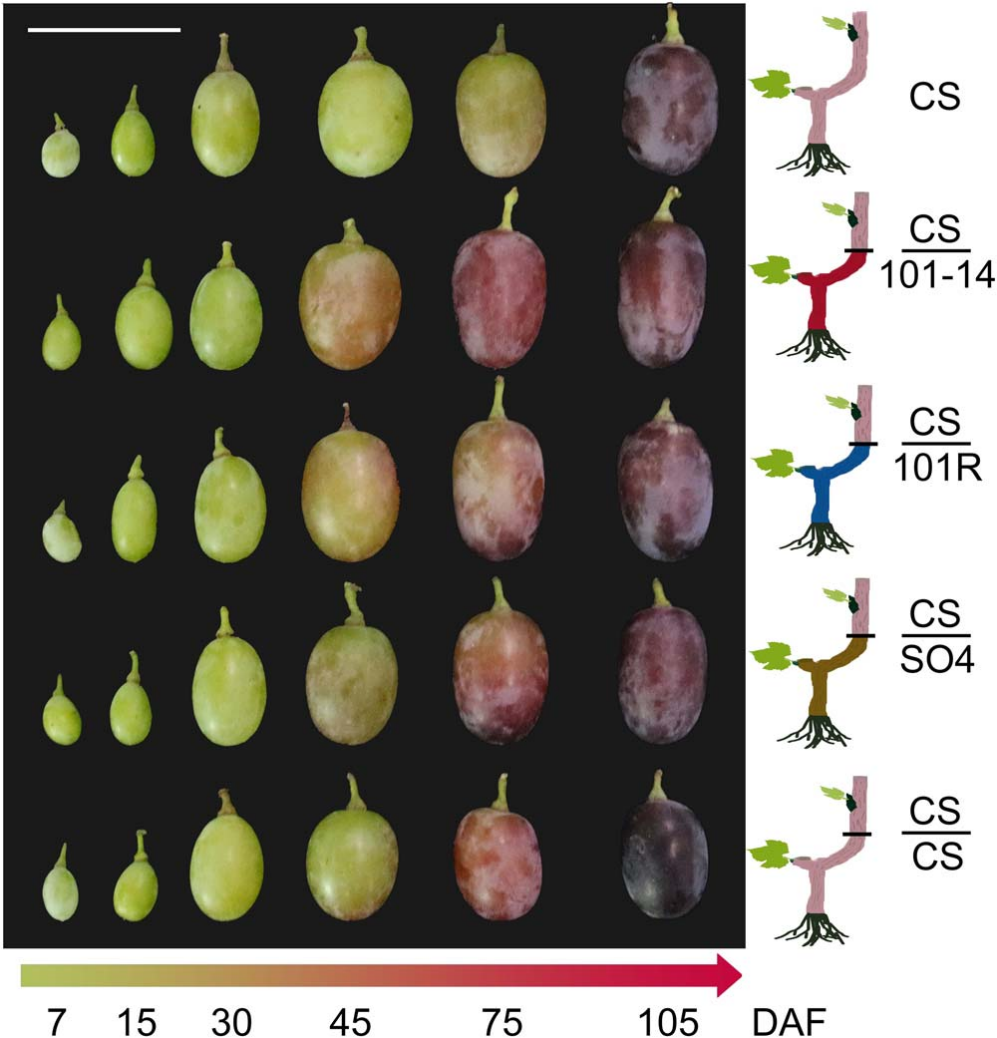
The grafting design and berry phenotypes of Crimson Seedless grapevine grafted onto different rootstocks. A schematic illustration of the grafting and phenotypes of grape berries at six developmental stages are shown.

**Figure 2:**
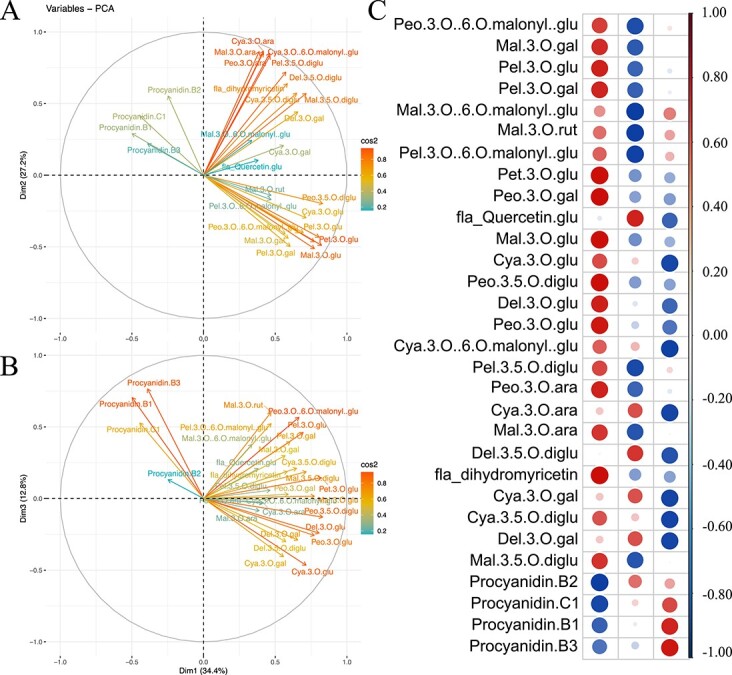
Unsupervised multivariate PCA analyses of metabolites and their association with berry color. (A and B) In the variable correlation plots of 30 metabolites, the distances between variables and the origin measure the quality of the variables on the factor map colored by cos2 value for PC1 & PC2 (A) and PC1 & PC3 (B). (C) A heatmap of cos2 values of variables on all dimensions.

### Metabolomic analyses detected metabolites related to anthocyanin synthesis

The metabolomes of 45 samples from five groups of grapevine plants (at three stages with three replicates each) were evaluated, and thirty kinds of metabolites related to anthocyanins were identified and classified into seven groups: cyanidin, procyanidin, peonidin, delphinidin, malvidin, pelargonidin, and petunidin (Figure 2). The content of 26 metabolites (86.7%) increased over the course of development and showed a significant correlation with the berry color phenotype (*P* < 0.05). The association of phenotype and metabolomics revealed a critical period associated with grafting (Figure 2). Unsupervised multivariate principal component analysis of the metabolites showed that the first three principal components explained 74.4% of the variance, and PC1 (34.4%) and PC2 (27.2%) described the compound distribution of the samples (Figure 2A and 2B). Compounds whose content increased were initially present at low levels, but their content gradually increased until it peaked at the third stage (105 DAF). Eighteen and five compounds, mostly colored anthocyanins, were explained better in PC1 and PC2, respectively (Figure 2A and 2B, Variable correlation >0.6). Three procyanidins and two cyanidins were separated by PC3 and decreased during development.

**Figure 3:**
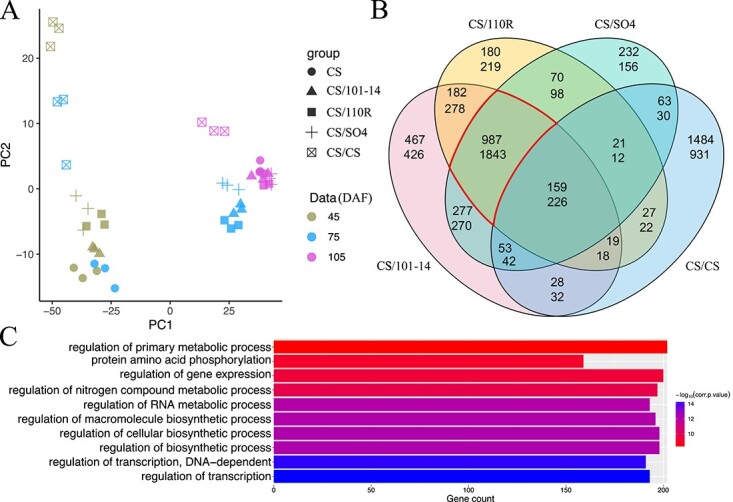
Variability of transcript levels among grapes grafted onto different rootstocks. (A) PCA results of the transcriptome data. (B) Overlap of DEGs in four grafted plant types compared with self-rooted plants; the upper and lower numbers indicate the numbers of up- and downregulated genes, respectively. (C) The first ten GO terms enriched in the common DEGs (highlighted in B) of the three rootstocks.

### An overview of the transcriptomic data

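RNA was sequenced from the berry skins of 5 graft types of the Crimson Seedless (CS) scion, a red seedless table grape: graft-free CS, self-grafted CS/CS, and CS grafted onto the commercial rootstocks 101-14, 110R and SO4. Skins were sampled at 45, 75 and 105 days after flowering (DAF) with 3 biological replicates per graft type and stage, which gave 15 groups and 45 libraries. The authors filtered the reads with fastp, aligned them with HISAT2, assembled them with StringTie and counted them per gene with HTSeq. The deposited values are estimated counts for 29958 transcripts, without normalization, and the TPM values, scaled for transcript length and library size, that the authors computed. Of the counts above 0, 87.6% were whole numbers, and all counts were rounded to whole numbers before a test. The total count per library ranged from 16387269 to 20765329, with a median of 18442527. In CS, it ranged from 17594637 to 19418092 at 45 DAF (median 18821638), from 18731802 to 19089084 at 75 DAF (median 19069855) and from 18442527 to 19437257 at 105 DAF (median 19196571). In CS/CS, the range was from 17832871 to 19045388 at 45 DAF (median 18497854), from 18162848 to 20594007 at 75 DAF (median 19627309) and from 17944084 to 20483102 at 105 DAF (median 18399240). The CS/101-14 libraries held from 16387269 to 18255086 at 45 DAF (median 16480732), from 18220996 to 20765329 at 75 DAF (median 18496001) and from 18077244 to 19030818 at 105 DAF (median 18497892). For CS/110R, totals ran from 18244161 to 19112643 at 45 DAF (median 19046845), from 17399761 to 18220803 at 75 DAF (median 18011859) and from 17996157 to 18635594 at 105 DAF (median 18252396), and for CS/SO4 from 18147470 to 20568828 at 45 DAF (median 18502088), from 17886757 to 19160087 at 75 DAF (median 17934366) and from 16674733 to 18094399 at 105 DAF (median 16820356). At least 1 count in any library was found for 26136 transcripts, and 20158 transcripts had at least 10 counts in at least 3 of the 45 libraries. Groups were compared with edgeR's quasi-likelihood test after normalization by the trimmed mean of M-values (TMM), and only the libraries of the groups compared entered a fit. Transcripts with at least 10 counts in at least 3 of the libraries compared were tested. A transcript was called a differentially expressed gene (DEG) at an absolute log2 fold change above 1, the fold change of the paper's methods, and a Benjamini-Hochberg adjusted p of 0.05 or less, the false discovery rate of its results. The normalization, the filter on low counts, the choice of libraries in a fit and the use of adjusted p-values could each change the number of DEGs.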

A total of 1.89 billion clean paired-end reads with a length of 150 bp were obtained from the RNA-seq dataset for 45 samples. All clean reads were mapped to the PN40024 reference genome (Ensembl; *V. vinifera* 12X). The uniquely mapped rate was >90% in all samples (Table S2). 

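Table S2 lists the reads of each library. From 81.5 to 90.5% of the clean reads in that table were uniquely mapped, with a share under 90% in 39 of the 45 libraries. Of the mapped reads in the same table, 96.4 to 97.5% were uniquely mapped. The clean reads of a library ranged from 37682238 to 47426754 in the paper's table. The counts that the authors deposited amounted to 82.2 to 92.3% of the clean read pairs of a library, with a median of 88.9%.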

PCA was used to visualize and evaluate the overall differences in gene expression among different grafting combinations. 

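PCA was run on the variance-stabilized counts (VST of DESeq2, blind to the groups) of the 20158 transcripts with at least 10 counts in at least 3 libraries. Each transcript was scaled to unit variance, which is the default of FactoMineR, and each component was oriented so that 105 DAF lay above 45 DAF. PC1 held 39.6% of the variance, PC2 11.1% and PC3 8.00%. Over the 500 transcripts with the largest variance and without scaling, the alternative that moved PC1 most, PC1 held 78.2% and PC2 5.10%. The developmental stage accounted for 72.2% of the spread of the 45 libraries along PC1 and for 70.0% along PC2. Whether a library came from CS/CS or from another graft type accounted for 16.7% of the spread along PC2 and for 47.4% along PC3. With all transcripts and no scaling, it accounted for 37.5% along PC2 and for 27.4% along PC3. At 45 DAF, the mean PC2 score of CS/CS was 58.9 ± 7.43 (SD, n = 3), and those of the other types ranged from −9.23 in CS/110R to 14.3 in CS/SO4. At 75 DAF, CS/CS had a mean PC2 score of 6.01 ± 24.6 (SD, n = 3), and the other types ranged from −86.5 in CS to −53.9 in CS/101-14. At 105 DAF, the mean PC2 score of CS/CS was 49.6 ± 13.0 (SD, n = 3), below the 54.8 ± 13.0 of CS/110R.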

The first two PCs explained 86.2% of the variation; the first PC (72.6%) separated all samples according to developmental stage, and the second PC (13.6%) separated the self-grafted CS/CS from the other four groups of samples (Figure 3A). 

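Libraries of the same group were compared in pairs. Pearson's r between the log2 CPM (counts scaled to library size) of replicates, computed across transcripts, ranged from 0.941 to 0.985, where transcripts are not independent replicates. The lowest value was found within CS/101-14 at 45 DAF, and r was 0.963 or more within the other groups. A chi-square test of the counts of each pair gave 7.08 to 169 per degree of freedom, where repeated counts of one sample would give about 1, so no pair was treated as one sample. This ratio is not a measure of how alike the replicates are. The median distance between replicates over the VST values of all transcripts was 52.6, and that between libraries of different groups was 145. For 44 of the 45 libraries, the nearest library was a replicate of the same group. The exception was replicate 1 of CS/101-14 at 45 DAF, which lay nearest to a CS/SO4 library of the same stage. The widest group on PC1 was CS/CS at 105 DAF, whose replicates spanned 34.0 of the range of 249.7, or 13.6%.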

According to the PCA, the distance between the three replicates of each sample type was close, suggesting that the data were highly consistent and of high quality. In addition, the five groups at 45 DAF showed a similar PC1 value from −25 to −50. 

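In the PCA of scaled VST values, whose scores grow with the number of transcripts used, the mean PC1 score at 45 DAF was −89.7 ± 9.20 (SD, n = 3) in CS, −82.6 ± 2.17 in CS/101-14, −92.3 ± 4.99 in CS/110R and −81.4 ± 7.56 in CS/SO4. CS/CS had the lowest mean, −123 ± 5.65 (SD, n = 3), and its highest library, at −119, lay below the lowest library of the other types, at −99.4.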

At 75 DAF, the PC1 values of the three heterografted samples (CS/101-14, CS/SO4, and CS/110R) were around 25, whereas the PC1 values of self-grafted CS/CS and graft-free CS were less than −20. 

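At this stage, the mean PC1 score was 73.7 ± 4.46 (SD, n = 3) in CS/101-14, 57.4 ± 8.27 in CS/110R and 53.8 ± 6.96 in CS/SO4, against −62.5 ± 6.75 in CS and −103 ± 2.77 in CS/CS. The 9 heterografted libraries lay between 49.1 and 77.9, and the 6 libraries of CS and CS/CS between −106 and −54.9. The means of these sets of libraries differed by 144, with p = 0.00020 in a two-sided exact permutation test over 5005 splits of the 15 libraries, the smallest p that these splits can give. Libraries were permuted singly, without keeping graft types whole, so this p does not test graft types as units.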

At 105 DAF, the three heterografted and graft-free samples gathered on the far right, whereas the self-grafted sample CS/CS had the most significant changes compared with 75 DAF. These results revealed that significant transcriptional differences between the three heterografted rootstock varieties and the two control samples occurred mainly at the second stage (75 DAF).

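At 105 DAF, the mean PC1 score was 99.4 ± 5.00 (SD, n = 3) in CS, 98.2 ± 12.5 in CS/101-14, 117 ± 3.61 in CS/110R and 106 ± 4.94 in CS/SO4, and 29.4 ± 17.0 in CS/CS. Each stage was also compared with the stage before it within each graft type by edgeR's quasi-likelihood test. Between 75 and 105 DAF, 2413 DEGs rose and 3614 fell in CS, and 2323 rose and 2896 fell in CS/CS. The heterografts had fewer DEGs in this interval, with 817 higher and 935 lower in CS/101-14, 1211 and 2205 in CS/110R, and 1104 and 1784 in CS/SO4. Between 45 and 75 DAF, the heterografts had more DEGs, with 2331 higher and 3241 lower in CS/101-14, 2497 and 3169 in CS/110R, and 2299 and 2990 in CS/SO4, against 944 and 1214 in CS and 805 and 1269 in CS/CS. The total of 2074 DEGs in CS/CS between 45 and 75 DAF became 1149 without replicate 3 of CS/CS at 45 DAF, and 1359 and 1357 without replicates 1 and 2 of CS/CS at 75 DAF.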

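The 9 heterografted libraries of each stage were also tested as one group against the 6 libraries of CS and CS/CS. At 45 DAF, 692 of 18886 transcripts tested were called, 158 higher and 534 lower in the heterografts. At 75 DAF, 5536 of 19061 were called, 2130 higher and 3406 lower, and at 105 DAF, 1716 of 18445, 190 higher and 1526 lower. With the 5 graft types as separate groups in the fit, the number at 45 DAF was 1331, 558 higher and 773 lower, at 75 DAF it was 5650, 2297 and 3353, and at 105 DAF it was 1887, of which 1501 were lower and the rest higher. From the positions of the heterografts and of CS and CS/CS along PC1 at the 3 stages, the paper concludes that the heterografted berries differed from both controls mainly at 75 DAF.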

DEGs were identified based on |FPKM| > 1 and FDR ≤ 0.05. 

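Each of the 4 grafted types was compared with CS at each of the 3 stages, which gave 12 comparisons. In at least 1 of them, 9835 transcripts were called DEGs. These were 50.1% of the 19633 transcripts tested in any of the comparisons and 32.8% of the 29958 transcripts listed. When every transcript with at least 1 count was tested, 10716 were called, or 41.0% of 26136. With the libraries of one replicate number left out of all groups in turn, the number of DEGs was between 7479 and 8104.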

There were 11 972 DEGs in different stages compared with the self-rooted graft-free (CS) samples, representing 52.27% of the whole-genome transcripts. The number of DEGs in each group ranged from 550 to 4539. 

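The fewest DEGs were found in CS/101-14 against CS at 45 DAF, where 18 transcripts were higher and 7 lower among the 17418 tested. At an unadjusted p under 0.05 and the same fold change, this comparison gave 621 DEGs, and DESeq2's Wald test with adjusted p-values gave 399. Single libraries decided these 25 calls, since 94 were made without replicate 1 of CS/101-14 and 8 without its replicate 2. None was made without its replicate 3 or without replicate 1, 2 or 3 of CS, where an unadjusted p under 0.05 gave 507, 460, 557 and 612. The most DEGs were found in CS/101-14 against CS at 75 DAF, with 2025 higher and 3007 lower among the 18064 tested. This number ranged from 4481 to 4692 across the 6 fits that each left out one replicate.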

At 75 DAF, the DEG number was larger than at the other stages, consistent with the color phenotypes (Figure S1). 

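At 75 DAF, the number of DEGs against CS was 2855 in CS/CS (1638 higher and 1217 lower), 4322 in CS/110R (1707 and 2615) and 4099 in CS/SO4 (1506 and 2593). At 45 DAF, it was 3299 in CS/CS (2185 and 1114), 1949 in CS/110R (695 and 1254) and 924 in CS/SO4 (543 and 381). At 105 DAF, it was 2939 in CS/CS (2153 and 786), 367 in CS/101-14 (201 and 166), 1190 in CS/110R (345 and 845) and 777 in CS/SO4 (279 and 498). In the 3 heterografts, the number was larger at 75 DAF than at the other stages. In CS/CS, the 6 fits that each left out one replicate gave overlapping ranges, with 1989 to 3490 at 75 DAF, 2372 to 3135 at 45 DAF and 2229 to 2896 at 105 DAF. The 3490 came without replicate 3 of CS/CS, and the other 5 fits at 75 DAF gave 2512 or fewer. Single libraries moved 3 of these totals by more than 1.5 times, and some counts by direction in other comparisons. In CS/CS, 1420 were higher at 45 DAF without replicate 3 of CS/CS, and 783 lower at 75 DAF without replicate 2 of CS. In CS/110R at 105 DAF, 205 were higher without replicate 1 of CS/110R. The 3 totals are given next. For CS/SO4 at 45 DAF, 269 DEGs were called without replicate 1 of CS, and 357 and 289 without replicates 2 and 3 of CS/SO4. For CS/101-14 at 105 DAF, 66 and 89 were called without replicates 2 and 3 of CS, and 174 and 209 without replicates 2 and 3 of CS/101-14. For CS/SO4 at 105 DAF, 476 were called without replicate 1 of CS/SO4.

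**Figure D1:**
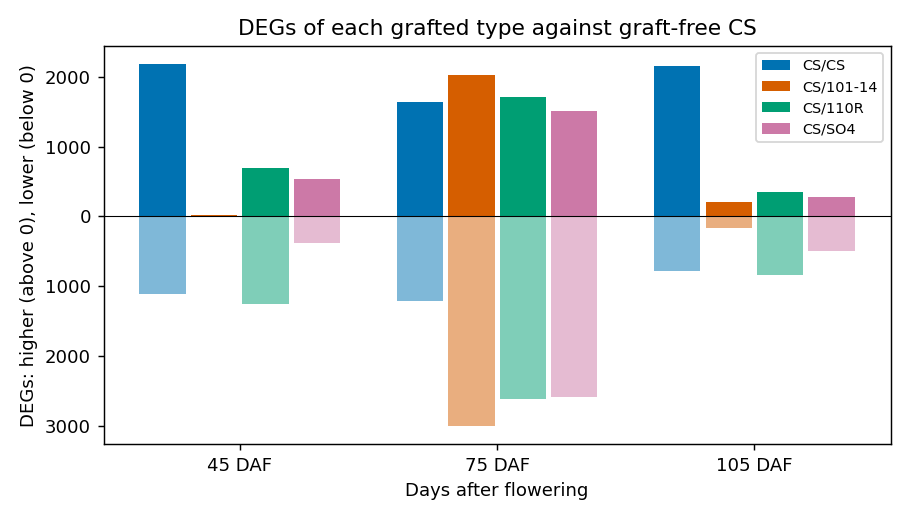
DEGs of each grafted type against graft-free CS at 45, 75 and 105 DAF. Bars above 0 give the number of DEGs higher in the grafted type and pale bars below 0 the number lower, and at 75 DAF the lower bars of the 3 heterografts reach 2593 to 3007 against 1217 in CS/CS.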

The differences in gene expression observed in PCA were well supported by the DEG analyses (Figure 3A). 

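The calls of the 4 comparisons with CS at 75 DAF were overlapped by direction, so a transcript of a set may be called in the opposite direction in another type. In the 3 heterografts but not in CS/CS, 907 transcripts were higher and 1817 lower than in CS. In CS/CS but in no heterograft, 1314 were higher and 876 lower. A further 145 were higher and 211 lower in all 4 grafted types, or 74 and 66 without replicate 1 of every group, 42 and 46 without replicate 2, and 126 and 200 without replicate 3. The CS/CS-specific numbers became 761 higher and 362 lower without replicate 1 of every group, and 488 and 212 without replicate 2 of every group. Without replicate 3 they were 1336 and 1132. At an unadjusted p under 0.05 and the same fold change, they were 1133 and 771, 869 and 596, and 1426 and 1222 without replicates 1, 2 and 3. In all 4 grafted types, the same threshold gave 127 and 132, 116 and 107, and 157 and 216 in the same order. All 4 comparisons share the 3 CS libraries, so 10 sets of unchanged groups were simulated against shared controls. At the adjusted threshold too few of these transcripts were called to show any overlap, so the overlaps were counted at an unadjusted p under 0.05 and the same fold change, a step chosen after that was seen. At most 6 were higher and 8 lower in the 3 heterografts alone, 6 and 2 in all 4 types, and 37 and 45 in CS/CS alone. At the same threshold, 911 and 1837, 172 and 238, and 1411 and 947 were counted in the data. At 45 DAF, 1 transcript was higher and 0 lower in the 3 heterografts alone, and 24 higher and 21 lower at an unadjusted p under 0.05. At 105 DAF, 22 were higher and 30 lower in the 3 heterografts alone, and 41 and 91 at an unadjusted p under 0.05. Without replicate 1 of every group they were 16 and 28, and without replicate 3 they were 6 and 6. Without replicate 2, 0 were higher and 1 lower, and 37 and 75 at an unadjusted p under 0.05. Names of transcripts outside Table S1 were not used here. Transcripts were ranked by their mean log2 fold change among those with a mean of at least 10 TPM in the higher group and no overlap of libraries between the groups. Of the transcripts higher in the heterografts alone, VIT_00s0225g00230 ranked first. It had 0.0113 ± 0.0196 TPM (SD, n = 3) in CS and 0.109 ± 0.0634 in CS/CS, against 210.5 ± 60.1 in CS/101-14, 184 ± 48.4 in CS/110R and 134 ± 13.3 in CS/SO4. With at most 1 count in each CS library, it was at least 2268-fold, 1980-fold and 1414-fold higher in these heterografts. Of those lower in the heterografts alone, VIT_14s0068g00140 ranked first and fell from 39.4 ± 14.1 TPM (SD, n = 3) in CS to at most 1 count in each heterografted library, at least 80.8-fold lower. In CS/CS, this transcript was called higher than in CS, with a log2 fold change of 1.59. Of the CS/CS-specific transcripts, VIT_06s0080g00760 ranked first among those that rose, to 36.7 ± 31.9 TPM (SD, n = 3), at least 153.7-fold higher than in CS. Its counts in the CS/CS libraries ranged from 11 to 798, and without replicate 2 of CS at 75 DAF its adjusted p was 0.0512 in edgeR's quasi-likelihood test. VIT_02s0012g02810 ranked first among those that fell in CS/CS, from 13.3 ± 4.32 TPM (SD, n = 3) in CS, and was at least 125.4-fold lower.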

According to the Venn diagram for 75 DAF, some differentially expressed genes were specific to CS/CS (1484 upregulated and 931 downregulated) or common to the three heterografted samples (987 upregulated and 1843 downregulated) (Figure 3B). We performed enrichment analysis to categorize the functions of the DEGs that overlapped in the three heterografted samples at 75 DAF. 

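Table S3 gives the enriched terms with the transcripts behind them, in a section headed upregulated and another headed downregulated. The copy used here is shortened and holds 5 terms in the upregulated section and 108 in the downregulated section, where the paper's text gives 136 terms for the larger set. The lists of transcripts are complete for 2 and 45 of these terms. The 2 complete upregulated terms name 8 transcripts. In the deposited counts at 75 DAF, all 8 had a positive log2 fold change in each of the 3 heterografts against CS. The 45 complete downregulated terms name 136 transcripts, of which 125 were tested in all 3 heterografts. The log2 fold change of all 125 was negative in each heterograft. No enrichment test was run on this shortened copy.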

The results showed 136 and five enriched GO terms derived from the upregulated and downregulated DEGs, respectively. Sixty-six of the 136 upregulated terms belonged the BP category, in which “regulation of transcription”, “regulation of biosynthetic process”, “regulation of primary process”, “response to abiotic stimulus”, “response to carbohydrate stimulus”, and “response to mechanical stimulus” were the most enriched terms (Figure 3C, Table S3).

**Figure 4:**
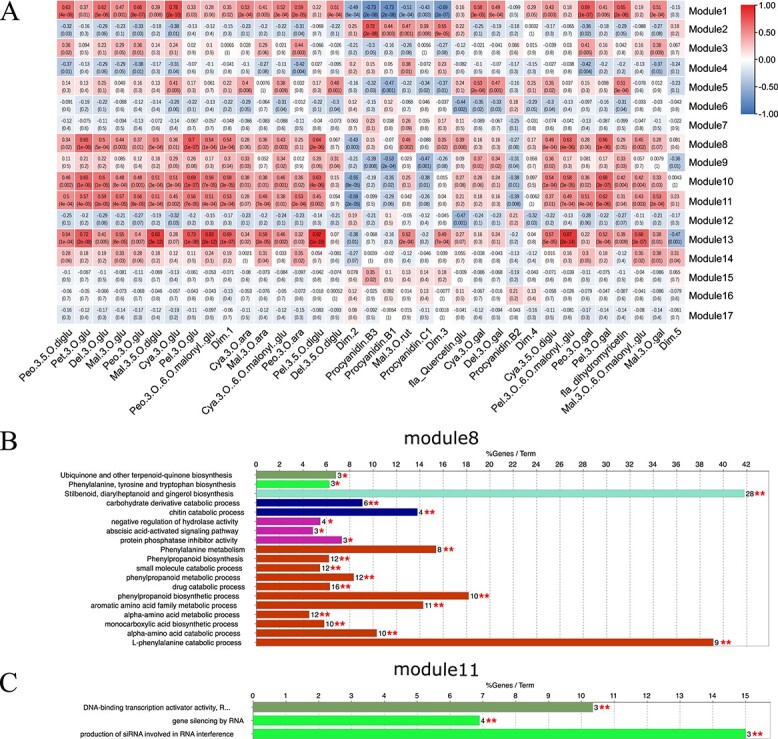
Module–anthocyanin association analysis. (A) Heatmap showing the correlation between modules and anthocyanins. Abbreviations and full names are given in Table S4. The GS-value between a given module and anthocyanins is indicated by the color of the cell and the text inside the cell (upper number is the value, and lower number is the P-value). Red and blue indicate positive and negative correlations, respectively. (B and C) GO-enrichment analysis of modules 8 (B) and 11 (C). ^*^P < 0.05, ^**^P < 0.01, and ^***^P < 0.001.

### Gene screening using WGCNA analysis

To classify co-expression modules and identify hub genes based on transcriptomic and metabolomic data, a weighted correlation network was constructed using 25 038 transcripts. A thresholding power of three was selected, which was the lowest power that properly fit the scale-free topological index, and 17 modules were revealed after the merged dynamic analysis (Figure S2A). The modules were sorted and numbered according to the gene number assigned to each module. Most of the genes (16 948) fell into the first module, modules 2–5 contained more than 500 genes, and the other 12 modules contained between 51 and 252 genes.

The correlation coefficients between the modules and anthocyanin content varied widely, from −0.73 to 0.92. Four intriguing modules (modules 8, 10, 11, and 13) with GS-values greater than 0.5 in multiple compounds or PCs were screened, indicating that genes in these modules were significantly correlated with anthocyanin content. The biological functions of the intrinsic genes in the four modules were further analyzed (Figure 4A). First, because these four modules were in the same cluster, we analyzed the functions of all genes. The result revealed four terms related to chitin catabolic process; stilbenoid, diarylheptanoid and gingerol biosynthesis; abscisic acid binding; and phenylalanine ammonia-lyase activity (Figure S2B). Next, each module was checked, and the two modules we focused on were module 8 and module 11. Five KEGG terms and 14 GO terms were enriched in module 8, including five terms related to phenylalanine, such as KEGG:00940 (Phenylpropanoid biosynthesis) and GO:0009699 (Phenylpropanoid biosynthesis), showing that genes in this module participated in the synthesis and metabolism of compounds related to anthocyanins. In addition, KEGG:00945 (Stilbenoid, diarylheptanoid, and gingerol biosynthesis) and GO:0009738 (abscisic acid-activated signaling pathway) indicated that this module also plays other roles in berry development. Only 3 GO terms were enriched in module 11 (DNA-binding transcription activator activity, production of siRNA involved in RNA interference, and gene silencing by RNA), indicating that this module was mainly associated with siRNA activities. Connectivity, MM, and GS values of genes in each module were calculated and combined to identify the hub genes (Figure S3). Eighty-two, 22, 57, and 43 hub genes were identified in modules 8, 10, 11, and 13, respectively (Figure 5). Sixteen Hub-TF genes were detected and classified into eight TF families using PlantTFDB. Based on the Hub-TF genes and correlation network, we built and visualized a network highly related to anthocyanin synthesis (Figure 5).

**Figure 5:**
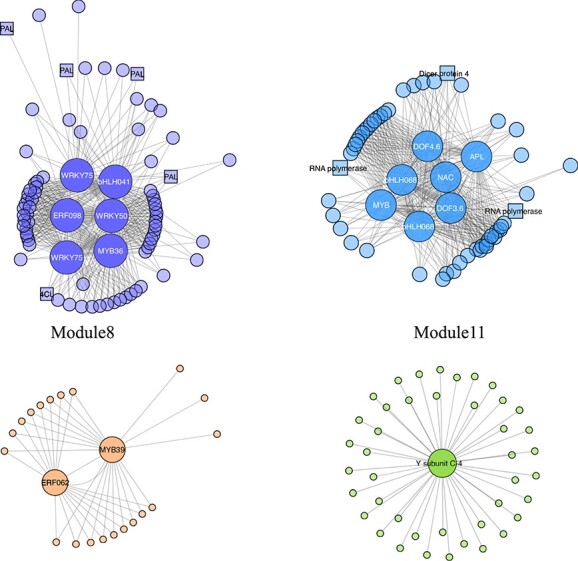
The correlation network in modules highly related to anthocyanin synthesis. The size of the node represents the number of connected genes. The transparency of the edges indicates the weight value between two genes.

### Expression patterns and validation of anthocyanin biosynthetic pathway genes

We selected 19 genes in the anthocyanin biosynthetic pathway that belonged to 11 gene families. 

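Identifiers are given in Table S1 for 19 genes, of which 8 belong to the anthocyanin pathway by name. These are PAL1 (VIT_16s0039g01320), 4CL1 (VIT_11s0052g01090), 4CLL2 (VIT_18s0001g00290), 4CLL5 (VIT_16s0050g00390), CHS (VIT_16s0100g00950), CHI (VIT_05s0094g00350), F3H (VIT_18s0001g14310) and LDOX (VIT_18s0001g03430). LDOX is another name of anthocyanidin synthase. The names were taken as given, and whether each identifier encodes the enzyme named was not checked here. A change in one of these transcripts is therefore a change in the anthocyanin pathway only if its name is right. Several of these genes belong to multigene families, and whether the authors' counting split reads between near-identical copies was not analysed here. Of the 19 genes, 18 were called DEGs in at least 1 of the 12 comparisons of a grafted type with CS at the same stage, and 17 in at least 1 of the 10 comparisons between successive stages. WRKY40 was called in 8 of the 12 comparisons with CS, more than any other gene. OMTF3 was called in 0 of them, and in 0 at an unadjusted p under 0.05 and the same fold change. PAL1 was called in 1 comparison with CS, with at most 77 counts in any library.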

We found that all the genes were expressed differently in all samples (Figure 6, S4). 

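Over the 8 pathway genes of Table S1 and the 5 graft types, the mean TPM was highest at 105 DAF in 19 of 40 pairs of a gene and a graft type, at 75 DAF in 9 and at 45 DAF in 12. By graft type, 105 DAF had the highest mean for 5 of the 8 genes in CS, 6 in CS/CS, 2 in CS/101-14, 2 in CS/110R and 4 in CS/SO4. With TMM-normalized CPM in place of TPM, the number was 23 of 40 pairs. The difference between 105 and 45 DAF was tested in 34 pairs with enough counts. Of these, 21 were called higher and 6 lower at 105 DAF, and the numbers were the same when adjusted over the list alone. The paper selected these genes from its own analysis of the same libraries, so the count over the list is not independent evidence. LDOX and 4CLL5 had their highest mean TPM at 105 DAF in all 5 graft types. In CS, LDOX rose from 2.47 ± 1.79 TPM (SD, n = 3) at 45 DAF to 94.7 ± 21.2 at 105 DAF, a log2 fold change of 5.54 (standard error 0.48, adjusted p = 5.59e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By contrast, 4CLL2 in CS fell from 224 ± 54.2 TPM (SD, n = 3) to 35.2 ± 3.62, a log2 fold change of −2.40 (standard error 0.22, adjusted p = 6.87e-05 from the same edgeR test).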

During fruit coloring, most anthocyanin biosynthetic pathway genes were upregulated, with the highest expression levels at 105 DAF. However, each gene family had 2 (DFR) to 13 genes (PAL) with high expression levels. This indicated that although they may have similar functions, only a few genes were functional. 

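Each grafted type was compared with CS at 45 and 75 DAF for the 8 pathway genes of Table S1, and 56 of 64 pairs of a gene and a comparison had enough counts to be tested. Over both stages, 14 were called higher and 11 lower than in CS. At 45 DAF, CS/101-14 had 0 genes called (0 also at an unadjusted p under 0.05), CS/110R had 0 higher and 3 lower (0 and 4 at an unadjusted p under 0.05), CS/SO4 had 0 higher and 1 lower (1 and 1 at an unadjusted p under 0.05), and CS/CS had 1 gene higher and 2 lower. Adjusted over the list alone, 1 more was called higher in CS/SO4 and 1 more in CS/CS, at this stage and, in CS/CS, also at 75 DAF. At 75 DAF, CHI, F3H, LDOX and 4CLL5 were higher and 4CLL2 was lower in each of the 3 heterografts, with the same numbers when adjusted over the list alone. CHI had 1123 ± 376 TPM (SD, n = 3) in CS and 17.4 ± 9.72 in CS/CS at 75 DAF, against 12260 ± 952 in CS/101-14, 18070 ± 1860 in CS/110R and 11010 ± 1100 in CS/SO4. Its log2 fold change against CS was 3.61 (standard error 0.28) in CS/101-14, 4.25 (0.30) in CS/110R and 3.45 (0.29) in CS/SO4, with adjusted p-values of 1.83e-05, 2.26e-05 and 6.88e-05 from edgeR's quasi-likelihood test. F3H was higher than in CS by a log2 fold change of 1.78, 1.86 and 1.29 in the same order, and LDOX by 3.86, 2.71 and 2.38. CHS and 4CL1 were not called between any heterograft and CS at 75 DAF, with adjusted p-values of 0.141 or more in the same edgeR test. At this stage CHS had 11 to 13 counts per library in CS and 1 to 36 in CS/SO4, so a difference is not excluded. With 1 library left out, CHS was called lower in CS/SO4 without replicate 3 of CS/SO4 (log2 fold change −3.35), and 4CL1 higher in CS/101-14 without replicate 2 of CS/101-14 (1.41). PAL1 had too few counts at 45 and 75 DAF to be tested. In CS/CS at 75 DAF, 4CL1 was called higher and CHI and 4CLL5 lower than in CS. The call of 4CL1 was lost without replicate 1 of CS/CS or replicate 2 or 3 of CS, with adjusted p-values of 0.0504, 0.0944 and 0.0909 in the same edgeR test. That of 4CLL5 was lost without replicate 1 of CS/CS (adjusted p = 0.0618 in the same edgeR test) and without replicate 3 of CS (log2 fold change −0.93).

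**Figure D2:**
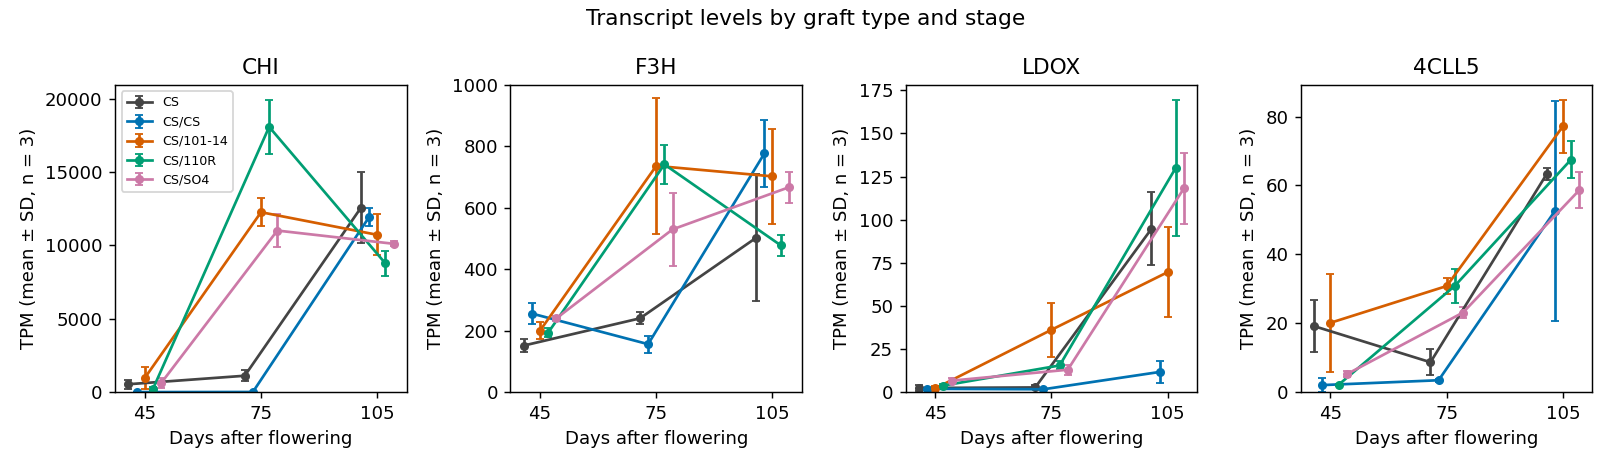
TPM of the transcripts that Table S1 names CHI, F3H, LDOX and 4CLL5 (vertical axes, starting at 0) against days after flowering in the 5 graft types. Points and bars are the mean and SD of 3 libraries, set slightly apart for legibility, and for CHI the heterografts reach 11010 to 18070 TPM at 75 DAF, where CS has 1123.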

Compared with self-grafted CS/CS and graft-free CS samples, genes in the heterografted group began to be upregulated later, especially *PAL*, *4CH*, *4CL*, *CHS*, *CHI*, and *F3H*, which participate in the synthesis of anthocyanin precursors in the anthocyanin pathway. 

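At 105 DAF, CS/CS was compared with each of the other 4 graft types for the 8 pathway genes of Table S1, which gave 32 tests. CS/CS was higher in 13 and lower in 4, with the same numbers when adjusted over the list alone. CHS, 4CL1 and PAL1 were higher in CS/CS than in each other type, and 4CLL2 was higher than in CS/110R. LDOX was lower in CS/CS than in each other type. CHI, F3H and 4CLL5 were called in none of the 4 comparisons. CHS had 40.1 ± 12.9 TPM (SD, n = 3) in CS/CS, and its means in the other types ranged from 0.403 ± 0.170 in CS to 1.45 ± 0.991 in CS/SO4. Its counts per library were 159 to 316 in CS/CS and 15 or fewer in the other types, so the sizes of its fold changes rest on few counts. The log2 fold change of CHS was 5.78 against CS/101-14, 5.40 against CS/110R and 4.70 against CS/SO4, with standard errors of 0.63, 0.66 and 0.46 and adjusted p-values of 0.00195, 0.00097 and 0.000394 from edgeR's quasi-likelihood test. For 4CL1, it was 2.83, 2.68 and 2.54 in the same order. PAL1 reached 11.6 ± 6.12 TPM (SD, n = 3) in CS/CS, with 22 to 77 counts per library. Its call against CS/101-14 was lost in one fit of all 45 libraries (adjusted p = 0.0611) and without replicate 3 of CS/101-14 (0.0604), and that against CS/SO4 without replicate 2 of CS/SO4 (0.0541), all in edgeR. LDOX had 11.8 ± 6.20 TPM (SD, n = 3) in CS/CS, against 69.6 ± 26.2 in CS/101-14, 130.2 ± 39.5 in CS/110R and 118 ± 20.6 in CS/SO4. Its log2 fold change was −2.55, −3.46 and −3.40, with adjusted p-values of 0.0086, 0.00152 and 0.000993 from the same edgeR test. CHI had 11930 ± 635 TPM (SD, n = 3) in CS/CS and 12570 ± 2410 in CS. As a set, the 8 genes were not called in CS/CS against another type by camera with a preset correlation of 0.01, with adjusted p-values over 15 set tests of 0.0938 to 0.264. The fry test called the set higher in CS/CS against each of them, with adjusted p-values of 0.0113 to 0.0272.

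**Figure D3:**
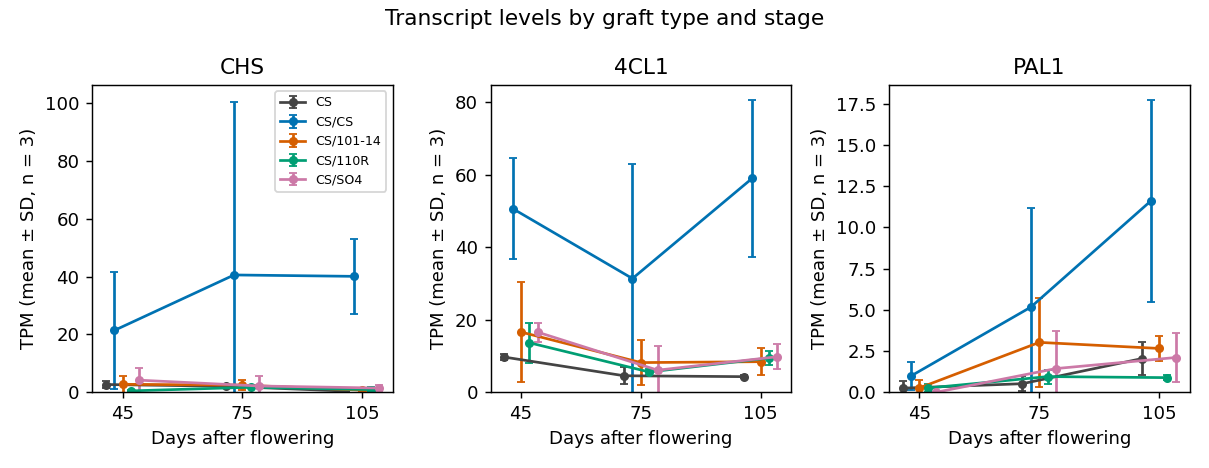
TPM of the transcripts that Table S1 names CHS, 4CL1 and PAL1 (vertical axes, starting at 0) against days after flowering in the 5 graft types. Points and bars are the mean and SD of 3 libraries, set slightly apart for legibility, and for CHS the mean of CS/CS at 105 DAF is 40.1 TPM, where the other types are at 1.45 or less.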

A similar trend was observed in phenotypic processes and anthocyanin content, with higher gene expression in CS/CS at 105 DAF than in the other four groups (Figure 6, S4).

**Figure 6:**
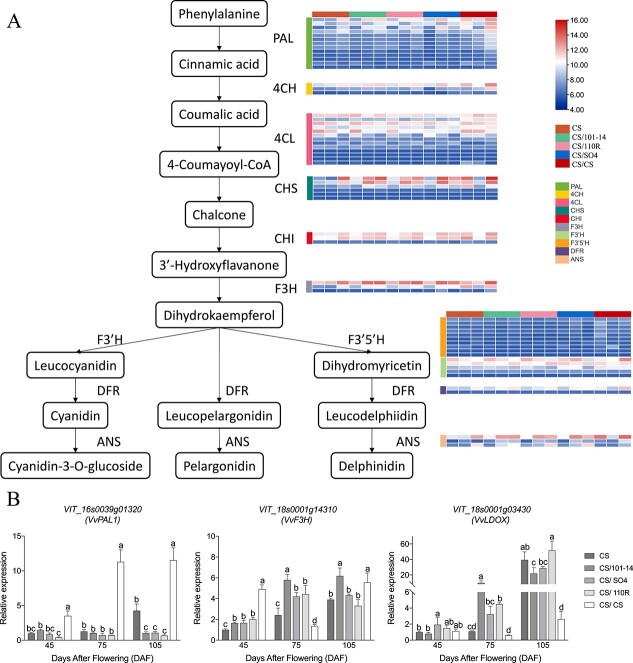
Transcript profiles (A) and RT-PCR data (B) for genes in the anthocyanin biosynthetic pathway. Grids with a color-scale from blue to white to red represent the gene expression of the DEGs from low to medium to high. PAL, phenylalanine ammonia-lyase; C4H, cinnamic acid 4-hydroxylase; 4CL, 4-coumarate CoA ligase; CHS, chalcone synthase; CHI, chalcone isomerase; F3H, flavanone 3-hydroxylase; F3′H, flavonoid 3′-hydroxylase; F3′5′H, flavonoid 3′,5′ hydroxylase; DFR, dihydroflavonol 4-reductase; ANS, anthocyanidin synthase.

Finally, 19 DEGs, including four transcription factor genes, four genes of the phenylpropanoid biosynthetic pathway, and 12 genes of the flavonoid biosynthetic pathway, were selected to analyze their expression levels in all samples using RT-qPCR. 

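In the deposited counts, the 19 genes of Table S1 were tested at 75 DAF in the 4 grafted types against CS, and 72 of the 76 tests had enough counts. Of these, 27 were called higher and 26 lower. Beside CHI, F3H, LDOX and 4CLL5, the genes BHLH77, EXPA11, ACBP6 and the ripening-related protein-like gene were higher in each of the 3 heterografts. Beside 4CLL2, the genes WRKY46, WRKY40, PUB23, EXL1, XTH7 and UBC28 were lower in each of them. In the heterografts, the largest rise was that of the ripening-related protein-like gene, with a log2 fold change of 6.16 in CS/101-14 (standard error 0.66), 6.93 in CS/110R (0.69) and 6.80 in CS/SO4 (0.70). The adjusted p-values were 9.79e-05, 9.92e-05 and 0.000174 from edgeR's quasi-likelihood test. Their largest fall was that of PUB23, with a log2 fold change of −4.11, −3.95 and −4.51 in the same order. In CS/CS, the ripening-related protein-like gene changed by −2.94 (standard error 0.65, adjusted p = 0.013 from the same edgeR test, and 0.0541 with the replicate number as a block), and EXL1 and XTH7 were higher than in CS by 2.80 and 2.26. The RT-qPCR values were not analysed here.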

The results demonstrated good consistency between RNA-seq data and RT-qPCR data, with a correlation coefficient of 0.9992 (Figure S5).

## Discussion

Grafting in grapevine production can improve the fitness and phenotypes of the scion, including berry quality, berry color, environmental adaptation, and disease resistance. According to our field observations, grafting of the CS scion onto the 101-14 rootstock had a positive effect on fruit coloring. However, the molecular mechanism underlying this observation was unknown. We combined berry color phenotypes with metabolomic and transcriptomic data at three stages of berry development of CS grafted onto four rootstocks, with own-rooted graft-free Crimson Seedless as the control. 

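The pathway genes of Table S1 were also compared between each heterograft and CS at 105 DAF. Of the genes tested at this stage, CS/101-14 had 0 of 7 called, and 0 also at an unadjusted p under 0.05, CS/110R had 1 of 6 called higher and CS/SO4 1 of 6, with 0 lower in both and 0 lower also at an unadjusted p under 0.05. 4CL1 was called higher in CS/110R, with a log2 fold change of 1.01 (standard error 0.15, adjusted p = 0.00433 from edgeR's quasi-likelihood test), and in CS/SO4, with 1.15 (0.23, adjusted p = 0.0152). Both calls were lost in one fit of all 45 libraries, with adjusted p-values of 0.272 and 0.259. That in CS/110R was also lost with the replicate number as a block and without replicate 1 of CS/110R or replicate 3 of CS, and that in CS/SO4 without replicate 1 or 2 of CS/SO4. As a set, the pathway genes were not called higher at 75 DAF by camera, with adjusted p-values of 0.264 in CS/101-14, 0.0938 in CS/110R and 0.277 in CS/SO4. The fry test called the set higher at 75 DAF in the 3 heterografts, with adjusted p-values of 0.0113, 0.00141 and 0.0244. At 45 DAF, fry called the set lower in CS/110R (adjusted p = 0.0113) and higher in CS/101-14 (0.0358) but not in CS/SO4 (0.655), and camera called it in neither CS/110R (0.0938) nor CS/101-14 (0.597). The medians of the 7 log2 fold changes against CS at 75 DAF were 1.78, 1.86 and 1.29 in the same order.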

Heterografting upregulated the expression of genes involved in the anthocyanin biosynthesis pathway and promoted earlier reddening of berries in CS/101-14, CS/SO4, and CS/110R. TF factors are the hubs for regulation of early reddening. The self-grafted plants (CS/CS) also showed an earlier reddening phenotype, more anthocyanin content, and upregulation of genes in the anthocyanin synthesis pathway compared with graft-free plants (CS), suggesting that self-grafting alone may have positive effects on berry reddening in grapevine.

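Of the 8 pathway genes of Table S1, CS/CS differed from CS at 105 DAF in 4. CHS was higher by a log2 fold change of 6.51 (standard error 0.42, adjusted p = 0.000226 from edgeR's quasi-likelihood test), 4CL1 by 3.69 (0.31, adjusted p = 0.000457) and PAL1 by 2.37 (0.55, adjusted p = 0.0142). In CS, CHS had only 2 to 4 counts per library at this stage. LDOX was lower, with a log2 fold change of −3.10 (standard error 0.44, adjusted p = 0.00257 from the same edgeR test). The call of PAL1 was lost without replicate 2 or 3 of CS, with adjusted p-values of 0.0544 and 0.0565. At 45 DAF, 4CL1 was higher in CS/CS by 2.24 (standard error 0.25, adjusted p = 0.0011), while CHI and 4CLL5 were lower, with log2 fold changes of −5.91 and −3.39. At 75 DAF, the log2 fold change of CHI in CS/CS was −6.04 (standard error 0.55, adjusted p = 0.00145 from the same edgeR test). CHS at 75 DAF was not called, with a log2 fold change of 4.25, a standard error of 1.43 and an adjusted p of 0.0506 from the same edgeR test. It was called higher with adjustment over the list alone (0.0293), with DESeq2 (0.00841), in one fit of all 45 libraries (0.00244) and without replicate 3 of CS/CS (0.00623). As a set, the genes were called lower at 75 DAF by fry (adjusted p = 0.0369) but not by camera, and higher at 105 DAF by fry (adjusted p = 0.024) but not by camera. From earlier reddening, a higher anthocyanin content and the expression of pathway genes in CS/CS, the paper proposes that self-grafting by itself can favour reddening of the berries.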

The pigments responsible for the purplish-red peel color of the Crimson Seedless cultivar included cyanidin 3-O-glucoside, delphinidin 3-O-glucoside, malvidin 3-O-glucoside, peonidin 3-O-glucoside, and petunidin 3-O-glucoside (Figure 2). In the samples of group CS/101-14, the content of anthocyanins significantly increased from 75 DAF, and at 105 DAF, the accumulation of anthocyanins was dramatically higher in all four grafted groups than in the CS group (Figure 1). These results showed that rootstock grafting can increase the anthocyanin content of grape berries and promote coloration and that grafting onto rootstock 101-14 can promote earlier anthocyanin accumulation in grape berries.

Previous studies have shown that the MYB-bHLH-WDR (MBW) regulatory complex coordinately activates multiple genes related to anthocyanins [39, 40]. In bright-colored fruits, genes encoding key enzymes downstream of the anthocyanin biosynthesis pathway, such as *DFR*, *ANS*, and *UFGT*, are often highly expressed [41]. MBW complexes consist of MYB TFs, basic helix–loop–helix (bHLH) TFs, and WD40 proteins, and they have been demonstrated to regulate the expression of anthocyanin-related genes [42]. In *Arabidopsis thaliana*, some MYB transcription factors such as TT2, MYB75, MYB113, and MYB114, some bHLH transcription factors such as TT8, GL3, and EGL3, and the WD40 repeat protein TTG1 can regulate the expression levels of several downstream genes, such as DFR, ANS, and UFGT, thereby affecting anthocyanin biosynthesis [42].

In this study, anthocyanin biosynthesis-related genes, from upstream (phenylalanine ammonia-lyase, cinnamic acid 4-hydroxylase, 4-coumarate CoA ligase, chalcone synthase, flavanone 3-hydroxylase, flavonoid 3′-hydroxylase, flavonoid 3′,5′-hydroxylase, flavonoid 3′-hydroxylase, flavonoid 3′,5′-hydroxylase, and dihydroflavonol 4-reductase) to downstream (anthocyanidin 3-O-glucosyltransferase and anthocyanidin synthase), were almost all upregulated with anthocyanin accumulation and berry reddening. However, all these genes were also highly expressed in CS/CS samples, and the results suggested that self-grafted plants may have an earlier response to fruit color-related metabolism. Differentially expressed MYB TFs, such as *MYB44* and *MYB4*, were hubs in the PPI network analysis. We predict that MYBs are the key regulators involved in anthocyanin pathways in the interactions between grapevine scions and rootstocks.

In apple, *CHS* is positively regulated by the expression of *MYB4* and *MYB5* [43]. *FcMYB1* in strawberry switches the accumulation of anthocyanins and flavonoids on and off [44]. However, the deletion of MYB *cis*-elements in the *CHS* promotor can produce white crabapple morphs [45]. In our PPI network analysis, *trans*-cinnamate 4-monooxygenase-like directly interacted with the MYB86 and MYB4 TFs; leucoanthocyanidin reductase 1 directly interacted with the MYBPA1 protein; flavonoid 3′,5′ hydroxylase, anthocyanidin 3-O-glucosyltransferase 2, and an MYC anthocyanin regulatory protein directly interacted with the MYB90 TF; and flavonoid 3′ hydroxylase directly interacted with MYB-related protein 308 and MYB-related protein 305.

The DELLA proteins positively regulate the biosynthesis of anthocyanins in *Arabidopsis*. They can directly interact with and sequester the AtMYBL2 and AtJAZ repressors, resulting in higher MBW complex activities [46]. A considerable number of anthocyanin repressors have been identified. In *Arabidopsis* seedlings, miR858 inhibits the expression of the anthocyanin repressor *AtMYBL2*, thereby positively regulating anthocyanin biosynthesis [47]. By contrast, miR858 inhibits the expression of *SlMYB7*-like in tomato to negatively regulate anthocyanin biosynthesis. Blocking miR858 function by ectopic expression of a small tandem target mimic of miR858 enhanced anthocyanin accumulation in tomato seedlings [48]. A high auxin concentration inhibits anthocyanin biosynthesis [49, 50]. A study of red-fleshed apple calli [51] demonstrated that Auxin Response Factor 13 (MdARF13) inhibited the biosynthesis of anthocyanin. This was achieved both by the direct binding of MdARF13 to the promoter of the ABP gene *MdDFR* to repress its expression and by the physical interaction of MdARF13 with the subgroup 6 R2R3-MYB activator MdMYB10 to destabilize the MBW complex. In the WGCNA network, the transcriptional repressor MYB36 TF was highly co-expressed with bHLH041 and WRKY75, regulating four PAL genes and one 4CL gene.

Dicer protein4 and two RNA polymerases were situated at the hub of the co-expression network and directly related to seven TFs, including two DOF TFs and two bHLH068 TFs. Dicer endonucleases participate in sRNA biogenesis and play an important role in plants; they can produce siRNAs that determine the specificity of the RNA-directed DNA methylation pathway. In soybean and peach, Dicer proteins were involved in the regulation of seed coat and fruit color through the production of siRNAs and significant increases in the transcription level of genes related to anthocyanin regulation, respectively [52, 53]. The importance of Dicer protein in anthocyanin metabolism was to be expected. Module 11 was significantly correlated with anthocyanin content and enriched in siRNA activities, and siRNAs play important roles in the regulatory networks between scions and rootstocks [3].

## Conclusions

In summary, comprehensive phenotypic, transcriptomic, and metabolomic analyses provided large-scale information on gene-metabolite regulatory networks related to anthocyanin synthesis. Our results reveal global transcriptional changes in grape peel color regulation under different grafting conditions and have implications for improving the production and breeding of grapevine.

## Materials and methods

### Plant materials and treatments

The grafting experiment was performed at the fruit quality control post base of the national grape industry technology system at the Anningqu comprehensive test field of the Xinjiang Academy of Agricultural Sciences, Xinjiang, China (87.28′ E, 45.56′ N). The site has a typical temperate continental climate with a frost-free period of 155–177 days; the first and the last frost occur from late September to mid-October and from the end of April to mid-May, respectively. The average minimum temperature in winter was −22.0°C, and the extreme minimum temperature was −40.0°C. The rootstock-scion combinations were planted on the same site in 2012 and began to bear fruit in 2014. The plant-row spacing was 1 × 3.5 m. The soil, fertilizer, and water management were normal, and the field management was consistent.

Scions were selected from thriving annual branches of Crimson Seedless self-rooted plants (CS). Three heterografted and one self-grafted combination were constructed: one grafted with 101-14 rootstock (CS/101-14), one with SO4 rootstock (CS/SO4), one with 110R rootstock (CS/110R), and one with Crimson Seedless rootstock (CS/CS) (Figure 1). Each grafting combination was performed with ten replicates. These three commercial rootstocks were selected from grape distant hybrids to improve disease and stress resistance and reduce the number of days until fruit ripening. A total of 50 berries were collected in randomized block designs for each grafting combination. The berry skins (10 g per sample) were extracted and sampled with three biological replicates at three stages: 45, 75, and 105 days after flowering (DAF) (Figure 1). The peels were carefully excised in the lab, then collected and frozen in liquid nitrogen. After being roughly ground, 45 samples were stored at −80°C for metabolome profiling, mRNA sequencing, and RT-qPCR validation.

### Metabolite identification and quantification

The anthocyanin profiles for each sample were obtained by the following three steps: grinding, extraction, and measurement. (i) A mixer mill (MM 400, Retsch) was used to crush the freeze-dried sample. (ii) Powder (50 mg) was placed in the extraction solution (methanol:water:hydrochloric acid, 799:200:1, v/v/v), vortexed and ultrasonicated for 10 min separately, and then centrifuged at 12,000 g and 4°C for 3 min; the supernatants were collected. The precipitate was processed again using the same method to fully extract the components. The supernatants were filtered (PTFE, 0.22 μm; Anpel) and combined for UPLC–MS/MS analysis. (iii) A UPLC (ExionLC AD) and tandem mass spectrometer (MS/MS) (QTRAP 6500+, N) were used to detect the anthocyanin contents. The integral peak area of all the detected samples was substituted into the linear equation of the standard curve for calculation. Finally, the absolute volume of the substance in the actual sample was calculated.

### RNA sequencing (RNA-seq) analyses and differentially expressed genes (DEGs)

Total RNA was isolated as follows: (i) Preheated fragmentation buffer and β-mercaptoethanol were added; (ii) chloroform/isoamyl alcohol (24/1) was added; (iii) the sample was shaken and centrifuged, and an equal volume of chloroform/isoamyl alcohol (24/1) was added to the supernatant, followed by centrifugation; (iv) step iii was repeated again, adding precipitant for precipitation and centrifugation and washing with ethanol to recover RNA. The resulting RNA was sent to Shanghai Personal Biotechnology Corp. Ltd for library preparation and RNA-seq.

High-quality clean reads were filtered from the raw reads using fastp [28] with default parameters. The clean reads were aligned to the *V. vinifera* reference genome (12X, http://plants.ensembl.org/Vitis_vinifera/Info/Index) using HISAT2 [29]. The mapped reads were assembled using StringTie [30] (http://ccb.jhu.edu/software/stringtie/), and the read count value of each mapped gene was calculated with HTSeq [31] as the original expression level of the gene. The count numbers were used as input data for variance stabilizing transformation (VST), a function integrated into DESeq [32], to produce transformed data on a log_2_ scale. Genes with |log_2_FoldChange| > 1 and P < 0.05 were considered to be differentially expressed.

Principal component analysis (PCA) was used to find associations in the metabolomic and transcriptomic data sets and to reveal specific metabolites and transcripts in categories [33–35]. The results were analyzed and visualized using R Studio software (https://www.rstudio.com/) with the two packages FactoMineR and factoextra.

### Enrichment analysis of gene function

We used ClueGO and CluePedia in Cytoscape [36] to classify genes functionally, and related terms with similar related genes were merged to reduce redundancy. The GO-term fusion function with default parameters was used to fuse similar items, and the threshold P < 0.05 with Benjamini and Hochberg’s FDR was used for hypergeometric testing. The Kappa scores were used to group terms using default parameters. Cytoscape and R were used to visualize the results.

### Identification of hub genes using WGCNA analyses

Weighted Gene Correlation Network Analysis (WGCNA) [37] was used to identify hub genes. First, cluster analysis was performed on the samples according to the expression levels of all genes. Then the TOMsimilarity module was used to calculate the co-expression similarity coefficient among genes. To reveal the functional connection of genes, the PickSoftThreshold function of the software package was used to select the parameters and perform the weighted calculation, which converted the expression similarity coefficient of the intermediate parameters into the connection between genes. The POWER value was selected when the correlation coefficient tended to be stable. According to the parameters selected above for network construction, a weighted co-expression network model was established to classify genes and divide thousands of genes into several modules. After a module was obtained, gene expression in the module was used to calculate the characteristic gene of the module, or the first main component of the module. The correlation between the characteristic gene of the module and the trait was calculated, including the correlation between the gene and the characteristic expression in the module (module membership, MM) and the correlation between each gene and the target trait (gene significance, GS).

Following a previous study [37], we used the passing threshold GS.abs >0.5 and GS.pvalue <0.001 to identify genes or modules that were significantly correlated with traits and the passing threshold GS.abs >0.5 and MM.abs >0.8 to identify the hub gene of each module. Transcription factor (TF) annotations were searched for the hub genes using PlantTFDB [38] (v5.0, http://planttfdb.gao-lab.org/). Cytoscape software was used to visualize the gene interaction network.

### RT-qPCR validation

The RNA used for RT-qPCR and RNA-Seq was extracted in the same batch. Primer3 (v4.0, https://bioinfo.ut.ee/primer3-0.4.0/) and NCBI Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi) were used to design primers for RT-qPCR analyses (Table S1). The housekeeping gene *VvGADPH* was used to correct and compute the relative expression of candidate genes. The PCR assay was performed with the following conditions: 95°C for 2 min; 40 cycles at 95°C for 5 seconds, 60°C for 30 seconds, and 72°C for 10 seconds; and 72°C for 10 min.

## Acknowledgments

This research was financed by the National Natural Science Foundation of China (32160682, 31960575), the Young Doctor Fund of Gansu Province (2021QB-120), the Basic Scientific Research Funding Project of Tianshan Youth-Excellence Youth Project (No. 2020Q028), and the China Agriculture Research System of MOF and MARA. The central government guides local science and technology development special fund projects(2022) -Germplasm Innovation and Breeding Ability Improvement of Characteristic Fruit Trees.

## Author Contributions

Conceptualization: HZ, ZL, YZ, and FZ; Data curation: HZ, ZL, FZ, YP, XZ, XS, JW, WL, HX, and NW; Data analysis: HZ, ZL, WL, HX, and NW; Funding acquisition: HZ, FZ, YZ and MP; Methodology: HZ, ZL, and FZ; Project administration: HZ; Resources: FZ, ZL, XZ, and XW; Validation: HZ, ZL, and FZ; Writing, review, and editing: HZ, ZL, and YZ; Supervision: MP, XW, and YZ.

## Data availability

The RNA-Seq dataset from this study has been deposited at the NCBI under project number GSE184667.

## Competing interests

We declare that none of the authors have any competing interests.

## Supplementary data

Supplementary data is available at *Horticulture Research* online.

## Supplementary Material

Web_Material_uhac103 Click here for additional data file.

# Supplementary material for: Metabolomic and transcriptomic analyses reveal the effects of self- and hetero-grafting on anthocyanin biosynthesis in grapevine
**Source:** Hortic Res. 2022 May 17;9:uhac103. doi: 10.1093/hr/uhac103
**Supplement:** Web_Material_uhac103

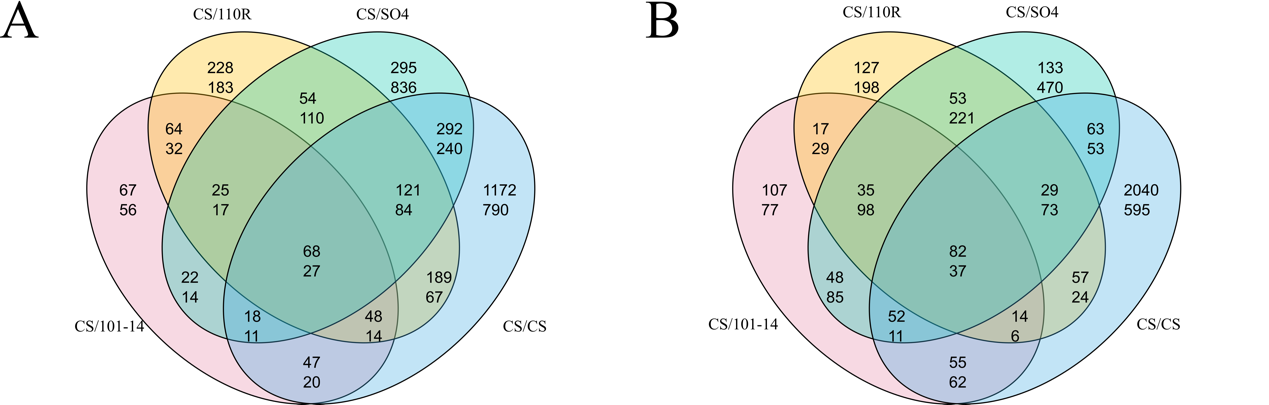

FigureS1 Veen plots showing the overlap of DEGs in 2 stages: 45 DAF(A) and 105DAF (B).
Overlap of the DEGs in 4 rootstocks compared with self-root. Upper number is the gene number of up- regulated and the lower number means down-regulated.

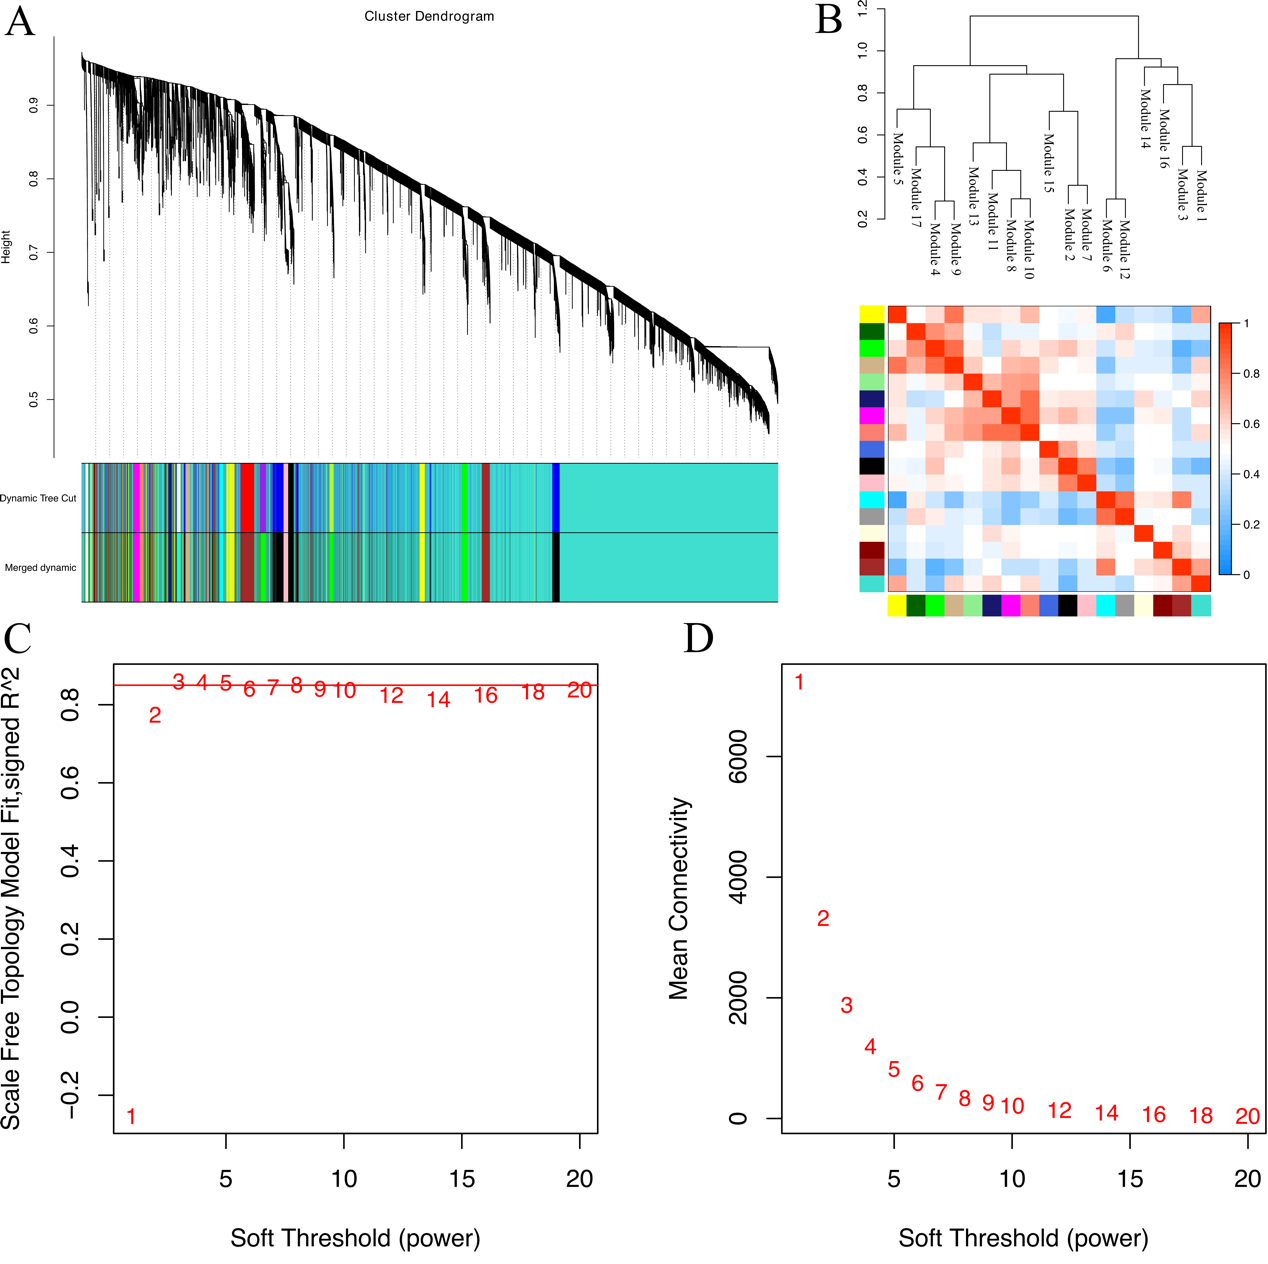

FigureS2 Weighted-gene co-expression network
A Hierarchical cluster dendrogram constructed by WGCNA, on which each leaf represents a gene. 17 merged modules (based on a threshold of 0.20) identified by weighted-gene co-expression network.
B. Module cluster dendrogram and module adjacency heatmap. Cluster dendrogram of module eigengenes. Branches of the dendrogram group together eigengenes that are positively correlated.

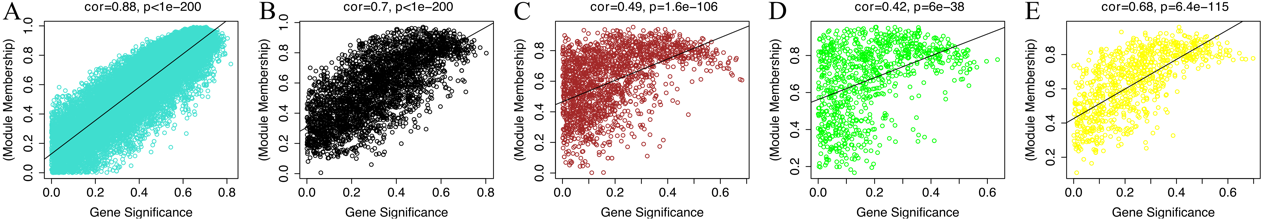

FigureS3 Relationship between module membership (MM) and gene significance (GS) Scatterplots show the relationship between GS and MM in first 5 modules(A-H: Module 1-5). Illustrating that gene highly significantly associated with a trait are often also the most important (central) elements of modules associated with the trait.

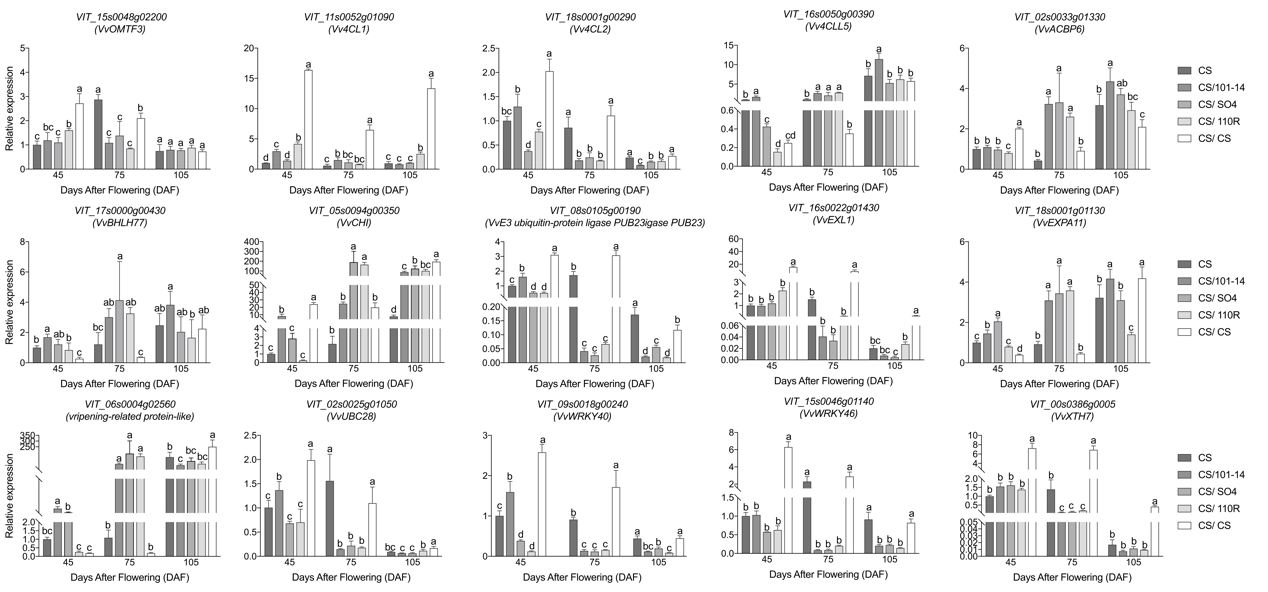

FigureS4 Expression patterns of 15 DEGs in three stages of grape with self-root and grafted on 4 rootstocks. Lowercase letters indicate significance at the 0.01 levels.

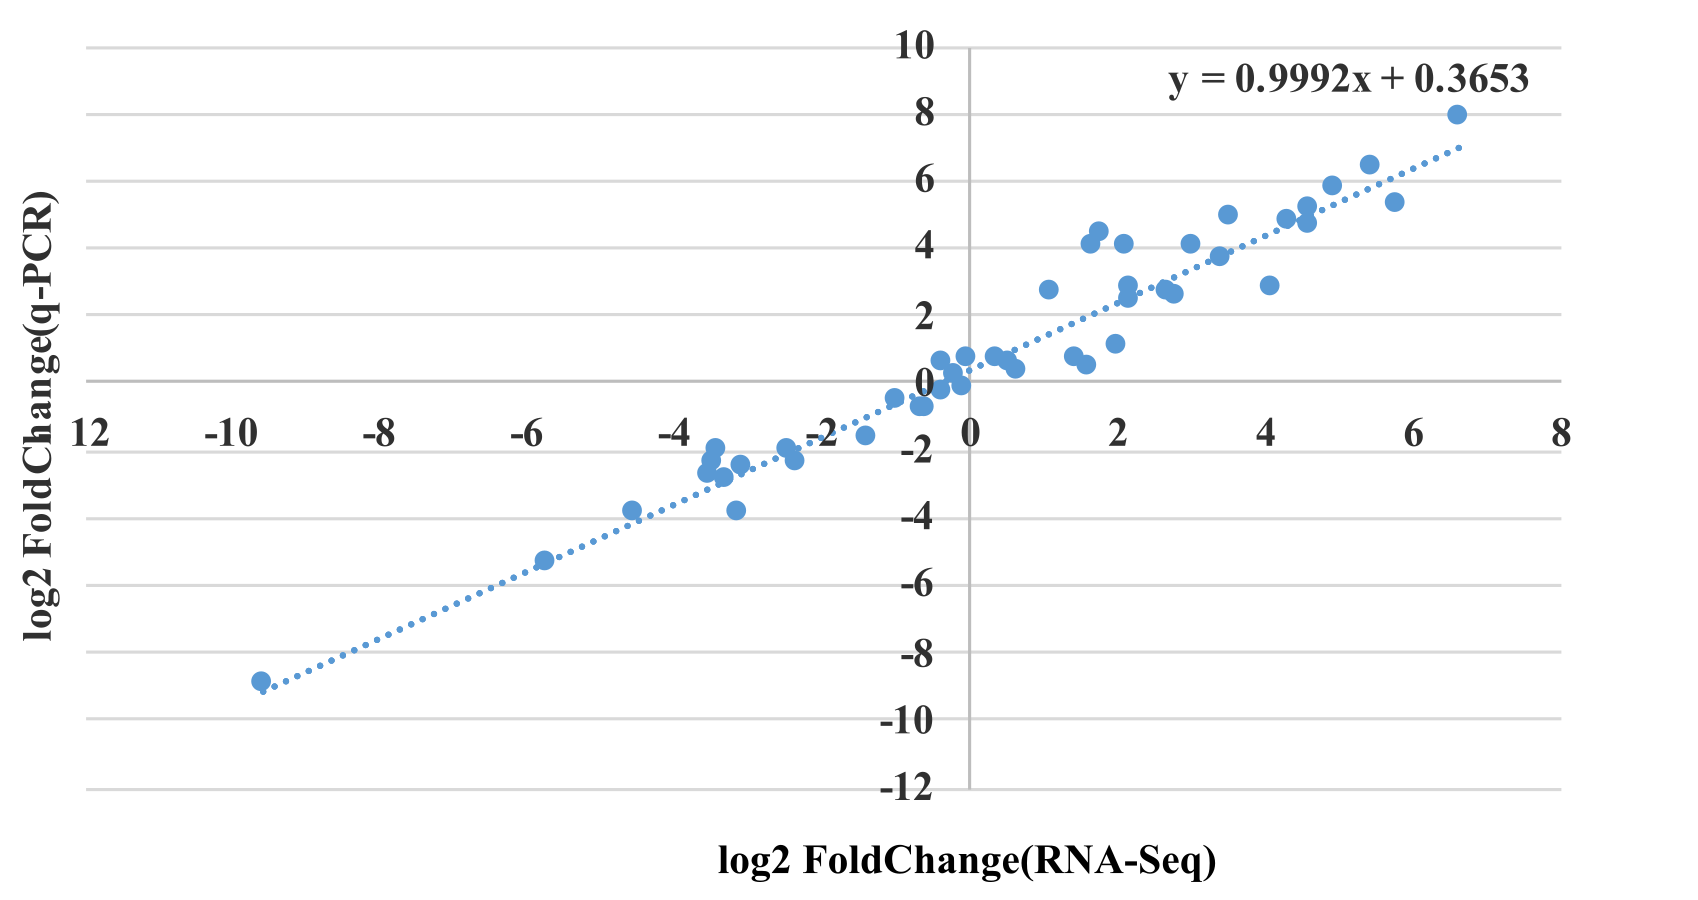

FigureS5 The correlation coefficient diagram of RNA-Seq data and RT-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

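RNA-seq of berry skins was analysed for graft-free CS, self-grafted CS/CS and CS on the rootstocks 101-14, 110R and SO4 at 45, 75 and 105 DAF, with 3 replicates in each of the 15 groups. Each library was assigned to its graft type and stage from the sample titles and the note under Table S2, and no column of the tables was left unassigned (0 columns). The rootstock of a library rests on these labels alone, which berry transcripts were not used to test. The sample titles call CS/CS Crimson and CS Crimson Seedless, so only the note under Table S2 says which of them is self-grafted. The authors filtered reads with fastp, aligned them to the 12X genome of V. vinifera with HISAT2, assembled transcripts with StringTie and counted reads with HTSeq. The deposited expected counts are not normalized, and some of them are not whole numbers, so the table is not a plain table of HTSeq counts, and the methods do not name the tool behind the fractions. The deposited TPM values were scaled by the authors to the same total in each library. Both tables list 29958 transcripts, and their identifiers were looked up in a table of 29591 gene names, where 0 of them were found. The gene names of Table S1 were therefore used unchecked.

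Counts were rounded to whole numbers. TPM values were used as deposited for means and SDs of single genes and for the filter and PCA alternatives. Tests were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and tables and figures were made in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. Each grafted type was compared with CS within a stage (12 comparisons), and each stage with the stage before it within a graft type (10 comparisons). The 9 heterografted libraries were compared with the 6 libraries of CS and CS/CS at each stage, and the graft effects at 75 and 105 DAF were compared by an interaction term. All of these used edgeR's quasi-likelihood test with TMM normalization on transcripts with at least 10 counts in at least 3 of the libraries compared. A transcript was called at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p of 0.05 or less. The pathway genes of Table S1 were tested as a set with camera at a preset correlation of 0.01 and with fry, and the p-values were adjusted over the set tests. Differences in PC1 and in a developmental index were tested by exact permutation of the libraries. The index placed each library on the line from the mean of CS at 45 DAF (0) to the mean of CS at 105 DAF (1) in log2(CPM + 1). A group whose libraries all hold 3 counts or fewer is at the floor, and a fold change against such a group is given as a lower bound.

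The total count of a library was 16387269 at the lowest, and a transcript with under 10 counts in too many of the libraries compared was not tested. At this depth, the tests were tested on simulated data with 200 changed transcripts of a log2 fold change of 2. A minimum mean of 50 was set for these simulations, so recovery nearer the filter of 10 counts was not shown. In 18001 simulated transcripts with 3 libraries per group, edgeR recovered 193 of the 200 changed transcripts with 5 false calls. DESeq2 recovered 196 with 23 false calls. The interaction test recovered 200 of 200 with 7 false calls among 18530 transcripts. Its simulation gave every transcript the same dispersion and set no difference between stages, so recovery under the spread of these data was not shown.

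The comparisons, tests, thresholds, alternatives and the rule for naming genes were set before the data were examined, apart from the tests that the closing parts name as chosen later and the simulation of shared controls, whose unadjusted threshold was chosen after its first result was seen. The genes named are the 19 of Table S1, the pathway genes among them, and transcripts of the heterograft-common and CS/CS-specific sets at 75 DAF with the largest mean log2 fold change among those with a mean of at least 10 TPM in the higher group and no overlap of libraries, 2 of each direction by the rule, of which the first is printed. Genes that the paper names without an identifier were not analysed here. The alternatives were DESeq2's Wald test, size factors of the relative log expression (RLE) method, no filter beyond 1 count, a mean of at least 1 TPM, one fit of all 45 libraries, the replicate number as a block, unadjusted p-values, separate graft types in the fit of the heterografts, other scalings and inputs of the PCA, and leaving out each replicate in turn. Coexpression modules, metabolites and RT-qPCR values were not analysed here, and no GO enrichment was run, since no pairing of transcripts with terms was used here.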

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

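The tests of the spread of log2 fold changes in this part were set before the result was seen, and the test on the biological coefficient of variation was chosen only after the result of the first was seen. The difference in the effect of grafting between 75 and 105 DAF was tested as an interaction in edgeR's quasi-likelihood test, since the paper reads the stages separately. It was past the threshold for 2685 transcripts in CS/CS (with a higher effect at 75 DAF for 919 and a lower one for 1766), 4562 in CS/101-14 (1885 and 2677), 3850 in CS/110R (2001 and 1849) and 3776 in CS/SO4 (1696 and 2080). Leaving out 1 library in turn gave 2065 to 3270, 4113 to 4661, 3552 to 3847 and 3389 to 3813 transcripts in the same order.

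Other splits of the 12 libraries of each interaction were drawn, 100 for each graft type with the real split included. As many transcripts were found in 1 of the 100 for CS/CS, 3 for CS/101-14, 1 for CS/110R and 1 for CS/SO4. The largest number in another split was 1959, 4902, 3730 and 3648 in the same order, with a median of 0. Each split mixed the graft types within a stage and kept the stages apart. A split can exchange the types at a single stage, so the number called in it can also count a graft difference shared by both stages. The counts of splits therefore do not decide whether the interaction arose by chance. For CS/101-14, CS/110R and CS/SO4, the SD of the log2 fold changes over all transcripts at 105 DAF was 0.399, 0.539 and 0.445 times that at 75 DAF. A larger spread between replicates at 105 DAF alone, which would leave these changes as wide at 105 as at 75 DAF, is argued against in the heterografts as the whole cause. For CS/CS the ratio was 1.11, so this test did not argue against a larger spread at 105 DAF, and for CS/CS the explanation cannot be told apart from a change in the effect by it. The biological coefficient of variation, fitted over the libraries of each type and CS, went from 0.134 at 75 DAF to 0.172 at 105 DAF with CS/101-14 (1.28 times), from 0.147 to 0.150 with CS/110R (1.02 times), from 0.153 to 0.132 with CS/SO4 (0.863 times) and from 0.198 to 0.193 with CS/CS (0.975 times). No spread of these ratios was estimated, so they decide nothing for any type, and a part of the difference for CS/101-14 may come from the larger variation between replicates at 105 DAF. The biological explanation of the design, an effect of grafting that changes with the stage of the berry, stays open as a hypothesis, and whether vines, bunches or sampling days differed between the graft types was not analysed here.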

How the results depend on the processing

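The alternatives of this part were all set in advance, and no alternative was added later. Of the results with a test or a count, DESeq2 in place of edgeR left 42 of 44 within 1.5 times or on the same side of the threshold, RLE size factors 45 of 45, no filter beyond 1 count 34 of 34, a mean of at least 1 TPM 27 of 27, one fit of all 45 libraries 36 of 37 and unadjusted p-values 27 of 30. For CS/101-14 against CS at 45 DAF, where 25 transcripts were called, DESeq2 called 399, the fit of all 45 libraries 447 and unadjusted p-values 621. For CS/101-14 against CS at 105 DAF, 367 became 806 with unadjusted p-values. For the heterografts against CS and CS/CS at 45 DAF, 692 became 1112 with DESeq2, 1331 with 5 graft types in the fit and 1450 with unadjusted p-values. The cause was not tested.

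Leaving out 1 replicate in turn moved the count of calls by more than 1.5 times in these comparisons with CS: from 0 to 94 in CS/101-14 at 45 DAF, 269 to 1222 in CS/SO4 at 45 DAF, 66 to 404 in CS/101-14 at 105 DAF and 476 to 769 in CS/SO4 at 105 DAF, across the 6 fits each. The change of CS/CS from 45 to 75 DAF ranged from 1149 to 2079 calls across 6 fits. The CS/CS-specific transcripts at 75 DAF ranged from 488 to 1336 higher and 212 to 1132 lower across the 3 fits that left out one replicate number of every group. At an unadjusted p under 0.05, they ranged from 869 to 1426 higher and 596 to 1222 lower. Why single libraries moved these counts was not tested.

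With centring only, PC1 held 57.5% and PC2 8.67% of the variance, with the 500 most variable transcripts 78.2% and 5.10%, and with log2(TPM + 1) 38.3% and 12.1%, against 39.6% and 11.1%. Without one replicate number, PC1 ranged from 40.1 to 40.4% and PC2 from 11.0 to 11.9%. The PC1 difference between the heterografts and the controls at 75 DAF kept its direction in these settings. The correlation of the heterograft difference with the development of CS ranged from 0.742 to 0.784 across the 18 fits that each left out one replicate.

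Of the tests of named genes and transcripts, 127 were compared across settings. Under the other settings, 626 fold changes stayed on the same side of the threshold, 5 lost their call, 2 gained one and 1 reversed in sign, and with 1 replicate left out, 677 stayed, 17 lost their call, 9 gained one and 8 reversed. Those that reversed were small with all libraries. CHS at 75 DAF went from −0.17 to 0.76 in CS/101-14, −0.26 to 0.083 in CS/110R and −3.35 to 0.73 in CS/SO4 across the 6 fits that each left out one replicate, and to −0.78 in CS/SO4 with the replicate number as a block. 4CL1 in CS/SO4 at 75 DAF went from −0.77 to 1.01. At 105 DAF, 4CLL5 in CS/CS went from −0.91 to 0.021 against CS, −0.88 to 0.056 against CS/110R and −0.76 to 0.17 against CS/SO4, and CHI in CS/CS against CS from −0.28 to 0.0094. Only CHS in CS/SO4 without replicate 3 of CS/SO4 was called among these reversals. Over all 361 tests of the 19 genes of Table S1, DESeq2 lost 0 calls and gained 7, RLE size factors lost 0 and gained 1, one fit of all 45 libraries lost 13 and gained 9, and the replicate block lost 6 and gained 2. In the 2142 fits that left out one replicate, 63 calls were lost and 29 gained. The pathway genes against CS at 45 and 75 DAF, 14 higher and 11 lower, became 17 and 11 with DESeq2, 17 and 10 in one fit and 15 and 11 with the block. The replicate numbers do not pair the libraries: in 22 comparisons, 0 had a correlation above 0.1 in all 3 pairs of same-numbered libraries, with a median of 0.0226 for the same number and −0.0060 for different numbers. With the replicate number as a block, 43 of 44 results were within the same limits, and CS/101-14 against CS at 45 DAF gave 0 calls, where 25 were made without the block. Depth limits PAL1, with 77 counts or fewer in any library, and CHS outside CS/CS, with 59 counts or fewer. It also limits transcripts under 10 counts, which were not tested.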

Differences from the paper's values

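The exchange of CS/110R and CS/SO4 in this part was looked at only after the values were seen, and the alternatives were set before the data were examined. The paper gives 550 as the smallest number of DEGs in a comparison, and the smallest here was 25, for CS/101-14 at 45 DAF. With DESeq2, one fit of all 45 libraries and unadjusted p-values, the smallest was 399, 443 and 621, within 1.5 times of the paper's value. RLE size factors (25), no filter beyond 1 count (26), a mean of at least 1 TPM (25) and the replicate number as a block (0) were not. The paper's PC1 holds 72.6% of the variance and PC1 with PC2 86.2%, against 39.6% and 50.7% here. With centring only they were 57.5% and 66.2%, and with the 500 most variable transcripts 78.2% and 83.3%, within 1.5 times of the paper's. These settings moved PC2 away from the paper's 13.6%, to 8.67% and 5.10%, more than 1.5 times apart, where it was 11.1% in the main PCA. With log2(TPM + 1), at 38.3% and 50.4%, and with any replicate number left out, at 40.1 to 40.4% and 51.1 to 52.4%, the gap stayed.

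Values read by eye from Figure S1 are about 2200 DEGs in CS/SO4 at 45 DAF, about 820 in CS/101-14 at 105 DAF and about 1500 in CS/SO4 at 105 DAF, against 924, 367 and 777. With unadjusted p-values, the values here were 1350, 806 and 1093, and those of CS/101-14 and CS/SO4 at 105 DAF were within 1.5 times of the paper's. No alternative set in advance closed the gap for CS/SO4 at 45 DAF, and none but unadjusted p-values closed the other 2.

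Directions and rankings also differ. The paper states that the number of DEGs is larger at 75 DAF than at the other stages, and in CS/CS it was 2855 at 75 DAF against 3299 at 45 and 2939 at 105 DAF. With 1 replicate left out, the ranges of the stages overlapped, with 1989 to 3490 at 75 DAF, 2372 to 3135 at 45 and 2229 to 2896 at 105 DAF, where 5 of the 6 fits at 75 DAF gave 2512 or fewer. The paper gives uniquely mapped reads above 90% in all libraries, and the uniquely mapped reads of Table S2 were under 90% of clean reads in 39 of 45. As a share of mapped reads they were 96.4 to 97.5%, above 90% in all 45, and the paper's text does not name the denominator. The paper has PC2 separate CS/CS from the other types, and in the main PCA CS/CS against the other types accounted for 16.7% of the spread on PC2 and 47.4% on PC3. With centring only, it was 37.5% on PC2. The paper has pathway genes rise later in the heterografts, and at 75 DAF 4 of the 7 pathway genes of Table S1 tested were higher than in CS in each heterograft. Of the others, 4CLL2 was lower in each heterograft, and CHS and 4CL1 were not called. At 45 DAF, 0 were called higher than in CS in any heterograft. The paper has pathway genes higher in CS/CS at 105 DAF than in the other types. Of 32 tests, CS/CS was higher in 13 and lower in 4, with CHS, 4CL1 and PAL1 higher than in each other type. LDOX was lower in CS/CS, at 11.8 TPM, than in any of the other types. The terms that the paper's text counts as upregulated stand under the downregulated heading of Table S3, where all 125 transcripts tested were lower in the heterografts. The paper describes all the pathway genes of its Figure 6 as differing in all samples, and in CS/101-14 against CS at 105 DAF 0 of the 7 pathway genes of Table S1 that were tested were called, and 0 also at an unadjusted p under 0.05. Of the genes of Table S1, which the paper lists as DEGs, OMTF3 was called in 0 of the 12 comparisons with CS, and in 0 at an unadjusted p under 0.05. In Figure S1, read by eye, CS/SO4 has more DEGs than CS/110R at 45 DAF (about 2200 against about 1300) and at 105 DAF (about 1500 against about 1100), and here it had fewer, with 924 against 1949 and 777 against 1190. With the types exchanged, each of these values here is within 1.5 times of the value read from Figure S1. For CS/110R and CS/SO4, the sample titles and the note under Table S2 give the libraries the same types, and whether the figure does was not settled.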

Other observations

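The tests of the silent transcripts and of the spread in CS/101-14 at 45 DAF, and the test of the index of CS/CS at 105 DAF, were chosen only after the result was seen, and the other tests of this part were set in advance. Other splits of the same libraries were counted for each comparison of 3 against 3 libraries. In each of the 12 comparisons with CS and the 10 between stages, 1 of the 10 splits, the real one, gave as many DEGs, and the largest number in another split was 1 for CS/101-14 at 45 DAF and 0 in the others. With 10 splits, no share under 0.1 can arise, so this count cannot exclude a chance split by itself. For the heterografts against CS and CS/CS, 2 of 100 splits of the 15 libraries gave as many DEGs at 45 DAF (largest other 1372), 1 of 100 at 75 DAF (2325) and 1 of 100 at 105 DAF (1321). Libraries were drawn singly in these splits, so the counts do not test graft types as units.

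The 5536 DEGs of the heterografts at 75 DAF and the 2855 of CS/CS against CS were weighed against technical explanations. With every library thinned to the lowest total, 5522 and 2843 were called, of which 5444 and 2751 were the same transcripts. Without the 10 largest transcripts of each library, 5520 and 2851 were called, and 26 and 14 transcripts were removed. After the trend of log2 fold change on transcript length was removed, 91.11% and 95.31% of the called transcripts stayed past the fold change threshold. Library size, a few transcripts taking many of the counts and length bias are argued against as the whole cause by these values. The labels and the paper name no sequencing batch, and reads shared between near-identical genes were not tested.

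A hypothesis set in advance was that the heterografts at 75 DAF are ahead along the development of CS berries. On an index over 6626 transcripts that differ between 45 and 105 DAF in CS, CS was at 0.189 ± 0.0428 (SD, n = 3) at 75 DAF, against 0.824 ± 0.0236 in CS/101-14, 0.784 ± 0.0395 in CS/110R and 0.763 ± 0.0273 in CS/SO4. The heterografts lay 0.601 above CS (exact permutation p = 0.0045 over 220 splits, the smallest they can give), higher in 9 of 9 libraries, and 0.580 to 0.622 above it with 1 replicate left out. Single libraries were permuted, so this p does not test graft types as units. Across 17653 transcripts, the change in the heterografts at 75 DAF followed the change of CS from 45 to 105 DAF, with Spearman's rho of 0.7811 and 80.5% of transcripts moving the same way, where the comparisons share no library and transcripts are not independent replicates. For each rootstock alone, rho was 0.778, 0.769 and 0.744. An advance in development may therefore account for a large part of the heterograft difference at 75 DAF, as a hypothesis that these data can only describe.

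For CS/CS, the reverse hypothesis, a delay, was weighed. Its index at 75 DAF was 0.0728 ± 0.0108 (SD, n = 3), −0.116 from CS (exact permutation p = 0.10 over 20 splits, the smallest they can give), and rho was −0.2048 over 17288 transcripts with 43.1% moving the same way. A delay was set to need a rho under −0.3 and to be excluded by 0 or above, so delay and other differences cannot be told apart by this test. At 105 DAF, the index of CS/CS was 0.685 ± 0.0629 (SD, n = 3), −0.298 from the other 4 types (exact permutation p = 0.0022 over 455 splits, the smallest they can give). This permutation also moved single libraries, so its p does not measure the variation between graft types. A scion variant that silences transcripts in CS/CS at every stage was looked for, and 0 transcripts were silent in CS/CS and present in all other libraries, which excludes nothing, since a variant need not silence a transcript.

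Few transcripts were called for CS/101-14 against CS at 45 DAF, and the replicates of CS/101-14 at this stage were the least alike. Without replicate 1 of CS/101-14, 94 were called in place of 25, but without replicates 2 and 3 the numbers were 8 and 0 (616 and 507 at an unadjusted p under 0.05), so the spread among these replicates may hold the number down.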
